# Age and Diet Affect Gene Expression Profile in Canine Skeletal Muscle

**DOI:** 10.1371/journal.pone.0004481

**Published:** 2009-02-16

**Authors:** Ingmar S. Middelbos, Brittany M. Vester, Lisa K. Karr-Lilienthal, Lawrence B. Schook, Kelly S. Swanson

## Abstract

We evaluated gene transcription in canine skeletal muscle (biceps femoris) using microarray analysis to identify effects of age and diet on gene expression. Twelve female beagles were used (six 1-year olds and six 12-year olds) and they were fed one of two experimental diets for 12 months. One diet contained primarily plant-based protein sources (PPB), whereas the second diet contained primarily animal-based protein sources (APB). Affymetrix GeneChip Canine Genome Arrays were used to hybridize extracted RNA. Age had the greatest effect on gene transcription (262 differentially expressed genes), whereas the effect of diet was relatively small (22 differentially expressed genes). Effects of age (regardless of diet) were most notable on genes related to metabolism, cell cycle and cell development, and transcription function. All these genes were predominantly down-regulated in geriatric dogs. Age-affected genes that were differentially expressed on only one of two diets were primarily noted in the PPB diet group (144/165 genes). Again, genes related to cell cycle (22/35) and metabolism (15/19) had predominantly decreased transcription in geriatric dogs, but 6/8 genes related to muscle development had increased expression. Effects of diet on muscle gene expression were mostly noted in geriatric dogs, but no consistent patterns in transcription were observed. The insight these data provide into gene expression profiles of canine skeletal muscle as affected by age, could serve as a foundation for future research pertaining to age-related muscle diseases.

## Introduction

Aging mammals display a decline in a multitude of physical and physiological functions. In addition to impaired cognitive function [1], [2] with age, muscle function and strength may also decline [3]. The decline in muscle function in aging dogs is attributed to oxidative damage to lipids, proteins, and DNA that accumulates over time [4]. In metabolically active muscle tissue, mitochondrial DNA damage leads to dysfunction [5] and may lower oxygen uptake capacity thus decreasing muscle function [6]. Decreased expression of genes related to the electron transport chain, energy metabolism, and mitochondrial protein synthesis have been reported in aged human skeletal muscle [7], [8].

Typical dietary effects on gene expression are noted with caloric restriction, which not only slows the aging process, but also mediates the transcription of metabolic and biosynthetic genes [9]. Additionally, in a calorically restricted state, mitochondria have been reported to decrease oxygen consumption, generate fewer reactive oxygen species, and maintain critical ATP production [10]. Other dietary manipulations, including differences in protein source, have also been shown to affect hepatic and skeletal muscle gene expression in rats [11].

Muscle gene expression in dogs has been evaluated for some select genes under pathogenic [12] and varying dietary conditions [13] but no large-scale profiling data are available. Therefore, the aim of this study was to investigate the effects of age and dietary composition on gene expression in skeletal muscle of dogs. This experiment was part of a larger study investigating the effects of age and dietary composition on various physiologic and genomic outcomes. We previously demonstrated that diet and age affected whole body metabolism [14], intestinal morphology and fermentative end-products [15], and cerebral cortex gene expression [16].

## Results and Discussion

Diets fed in this study were previously reported to affect nutrient digestibility [14], gut morphology [15], and gene transcription of cerebral cortex tissue [16]. Age was reported to have the greatest effect on cerebral cortex gene expression, whereas the effects of diet were relatively small. Geriatric dogs had increased expression of genes related to inflammation and stress response, as well as calcium homeostasis, whereas gene expression related to neurotransmission was decreased [16].

In canine skeletal muscle, age had the strongest effect on mRNA abundance, whereas the effect of diet was less pronounced. 

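The expression data are from the biceps femoris, a muscle of the hind limb, of 12 female beagles, with 3 geriatric and 3 young adult dogs fed each diet for 12 mo. The diets were based on animal protein (APB) or on plant protein (PPB). At collection the geriatric dogs were 12 y old on average, and the young adult dogs 14 mo by the paper and 1 y by the sample labels. The geriatric dogs came from one supplier and were fed to maintain body weight, whereas the young adult dogs came from another and were fed ad libitum, so that age, supplier and feeding moved together. The RNA of each dog was hybridized to its own Affymetrix Canine Genome Array. The authors made 1 log2 value per probe set with GCRMA, which corrects the background by GC content, normalizes the arrays by quantiles and summarizes the perfect match probes by median polish. Correlations between arrays ranged from 0.945 to 0.991, and no pair held identical values. The detection calls behind the paper's filter were not used here. Instead, of the 23836 probe sets, the 13405 with the highest mean log2 value were tested, which is the number that the paper tested. A linear model for the 4 groups was fit with limma, and P-values were adjusted by the false discovery rate (FDR) method within each comparison, with a threshold of 0.05. Age differences are log2 values of geriatric minus young adult dogs, and diet differences are APB minus PPB. The age difference averaged over diets, which uses 6 dogs per age, was tested as well. Of the tested probe sets, 7177 had 1 gene symbol, 105 had several and 6123 had none, and the named ones represent 4871 genes. For a gene of the paper's tables the tested probe set with the lowest P-value in that table's comparisons was taken, and for other genes and for gene lists the one with the highest mean. P-values rest on the spread between 3 dogs per group, and the number of arrays limits the precision.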

A total of 390 probe sets were significantly changed with age in either pairwise comparison (old vs. young fed APB; old vs. young fed PPB), whereas only 30 probe sets were significantly changed due to diet in either pairwise comparison (APB vs. PPB in old dogs; APB vs. PPB in young dogs). 

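Averaged over diets, 116 probe sets, which represent 69 named genes, differed between ages at an adjusted p under 0.05 from limma. Of these, 34 were higher and 82 lower in geriatric dogs. DSE, an enzyme of dermatan sulfate synthesis, rose 4.64-fold, with log2 values of 6.55 ± 0.76 in geriatric and 4.34 ± 0.37 in young adult dogs (SD, n = 6; adjusted p = 0.0354 from limma). SEPTIN11, a filament protein that acts in cell division, was 3.09-fold higher, and NEB, the giant nebulin of the thin filament, was 2.43-fold higher. The largest decrease was in IFI30, a thiol reductase of antigen processing, which was 4.99-fold lower, with log2 values of 8.57 ± 0.16 in geriatric and 10.89 ± 0.37 in young adult dogs (SD, n = 6; adjusted p = 0.00129 from limma). SLC25A33, a mitochondrial carrier, was 3.28-fold lower and ENG, the endoglin of endothelial cells, 3.21-fold lower. In dogs fed APB, 1 probe set passed, that of IFI30 (712 at an unadjusted p under 0.05). In dogs fed PPB, 5 passed (1669 unadjusted), of which ABLIM1 was higher, and IFI30, PAM16, NHP2 and 1 unnamed probe set were lower. For diet, limma called 0 probe sets in geriatric dogs (345 at an unadjusted p under 0.05) and 0 in young adult dogs (98 unadjusted). Single dogs moved these counts. The averaged count was 56, 27 and 161 without geriatric APB dogs 1, 2 and 3, then 37, 15 and 26 without geriatric PPB dogs 1, 2 and 3. It was 55, 21 and 20 without young adult APB dogs 1, 2 and 3, and 59, 11 and 11 without young adult PPB dogs 1, 2 and 3. In all 12 of these fits 8 of the 116 probe sets passed, among them IFI30, HSD17B10, SLC25A33, PAM16 and NDUFV3. DSE, SEPTIN11, NEB and ENG did not pass in all of them. The poly-A controls, bacterial RNAs added to each RNA sample before labelling, also differed between ages, at a log2 value of 6.33 ± 0.20 in geriatric and 7.63 ± 0.91 in young adult dogs (SD, n = 6; two-sided exact permutation test, p = 0.0065, or 0.0325 after FDR adjustment over 5 comparisons). With this control level as a covariate, a setting chosen after seeing the data, limma called 0 probe sets for the averaged age difference (882 at an unadjusted p under 0.05), and 1 without the 3 young adult dogs of the highest level. All 116 kept their sign with the covariate, while their median absolute log2 difference went from 0.91 to 0.78 and their median standard error from 0.15 to 0.21.

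**Figure D1:**
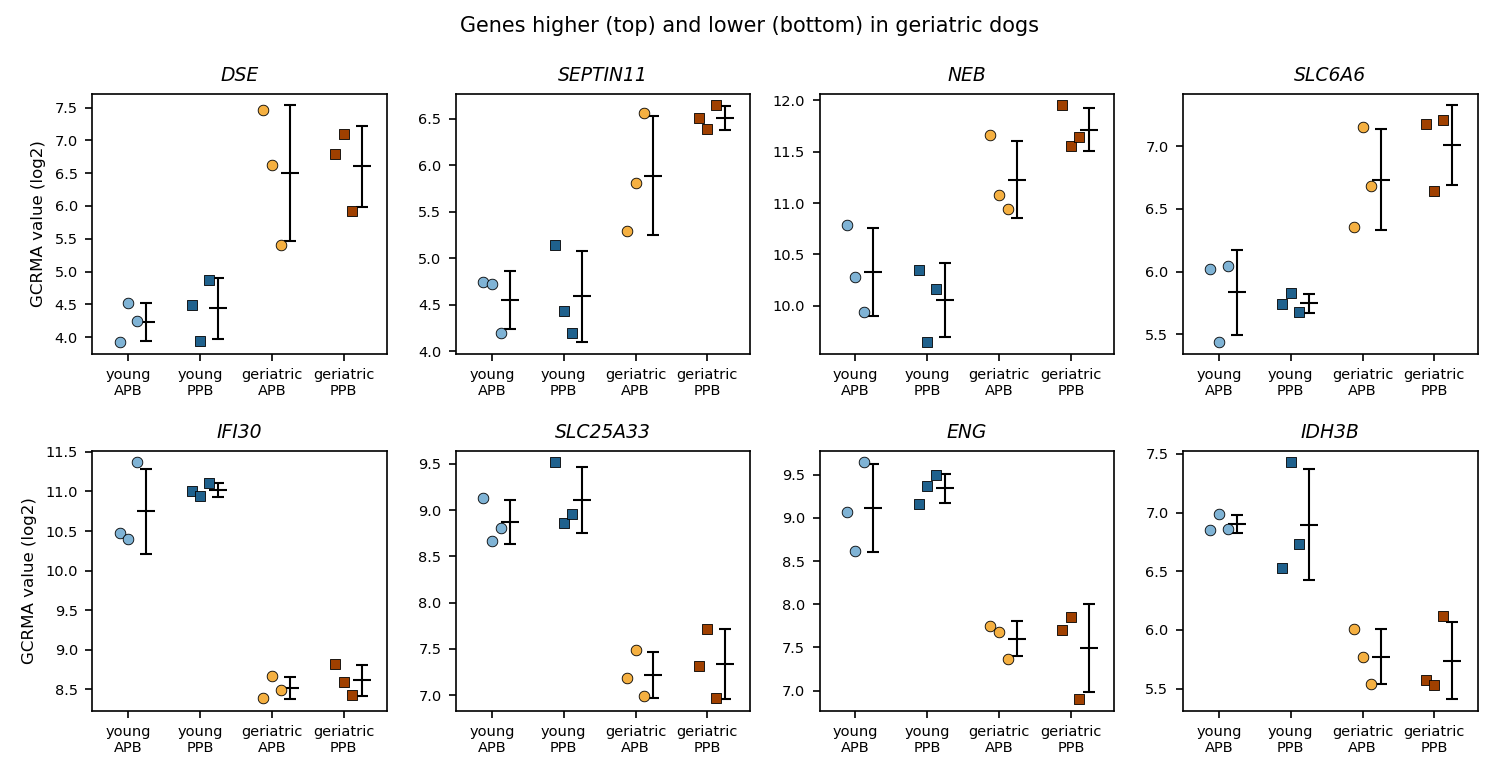
Log2 GCRMA values of 8 genes in the muscle of each dog (vertical axis), by age and diet (horizontal axis). Points are the 3 dogs of a group, and bars are their mean ± SD. DSE, SEPTIN11, NEB and SLC6A6 in the top panels are higher in geriatric dogs, and IFI30, SLC25A33, ENG and IDH3B in the bottom panels are lower.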

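The 5 probe sets called for age in either diet represent 4 named genes. ABLIM1, an actin-binding LIM protein, rose in geriatric dogs fed PPB, by a log2 difference of 1.56 (SE 0.19, adjusted p = 0.0414 from limma). IFI30 fell with age on either diet. PAM16, of the mitochondrial import motor, fell in dogs fed PPB by 0.98 on the log2 scale (SE 0.12), and so did NHP2. The calls in dogs fed PPB of ABLIM1 and PAM16 were each kept in 2 of 12 fits that left out 1 dog (adjusted p up to 0.191 and 0.165), those of ABLIM1 without geriatric APB dog 2 or young adult APB dog 3 and those of PAM16 without geriatric APB dogs 1 or 2. Averaged over diets, further genes with large increases were the translation factor EIF3A (3.46-fold), dystrophin DMD (2.34-fold), the splicing factor SRSF10 (2.05-fold) and the chaperone HSP90AB1 (2.05-fold). FAM184B was called too, but no fold is given, since it lay at the background in the young adult dogs and in geriatric APB dog 2 (2.58). Further genes with large decreases were RITA1 (2.19-fold) and ELMOD3 (2.13-fold). Of 12 fits without 1 dog, the averaged call was kept in 3 for DMD, in 2 each for EIF3A, FAM184B, RITA1 and ELMOD3, in 1 for HSP90AB1 and in 0 for SRSF10. For diet, limma called 0 genes in either age, and 437 probe sets had an unadjusted p under 0.05. At an unadjusted p under 0.005, a threshold chosen after the values were seen, 408 probe sets and 245 named genes passed for age in either diet, and 34 probe sets and 25 named genes for diet in either age. The 34 probe sets for diet are fewer than chance alone would give at this threshold.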

After eliminating probe sets that represented unannotated genes and correcting for multiple probe sets that represented the same gene, 262 genes were differentially expressed due to age, whereas 22 genes were differentially expressed due to diet. All microarray data have been deposited in the Gene Expression Omnibus repository at the National Center for Biotechnology Information archives (http://www.ncbi.nlm.nih.gov/geo) under accession #GSE12502.

The heat map in Figure 1 clearly demonstrates the strong and consistent effect of age, but also highlights some inconsistencies, particularly in geriatric dogs fed the APB diet. 

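Over all tested probe sets the 3 geriatric dogs fed APB differed most among themselves. The median SD was 0.28 in this group, against 0.19 in geriatric dogs fed PPB, 0.22 in young adult dogs fed APB and 0.18 in young adult dogs fed PPB (n = 3 each). Correlations between arrays of this group ranged from 0.945 to 0.964, whereas those of geriatric dogs fed PPB ranged from 0.975 to 0.984. The difference in spread between groups was not tested. Over 163 probe sets of genes that the paper lists for age, chosen by the study on these samples, the median SD was 0.26 in geriatric dogs fed APB, 0.24 in geriatric dogs fed PPB, 0.28 in young adult dogs fed APB and 0.21 in young adult dogs fed PPB. An age score, the mean of the called probe sets higher in geriatric dogs minus that of the lower ones, ranged from 0.81 to 1.03 in geriatric dogs fed APB and from 1.19 to 1.55 in geriatric dogs fed PPB, and from -1.28 to -0.69 and from -1.57 to -1.14 in young adult dogs fed APB and PPB. By this score the geriatric dogs fed APB had the smallest SD (0.11, against 0.21, 0.30 and 0.23 in the other groups in this order). A small spread within groups helped these probe sets to be called on the same dogs. The SD of the score therefore cannot show how consistent a group is.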

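Hierarchical clustering (Euclidean distance, complete linkage) on the 5 probe sets called for age in either diet placed all 12 dogs with their age at the first split. These probe sets were chosen for age, so the split is not independent evidence. On all 13405 tested probe sets, which were not chosen for age, 10 of the 12 dogs fell with the majority of their age, with a smaller branch of geriatric APB dogs 1 and 3 and geriatric PPB dogs 2 and 3. None of the 4 groups of age and diet formed a branch of its own in either clustering. With 1 minus the Pearson correlation as the distance on the 5 probe sets, 2 of the 4 groups did. With 1 dog left out, 2 groups did without geriatric PPB dog 3 or young adult APB dog 3, 1 did without geriatric APB dog 2, young adult PPB dog 2 or young adult PPB dog 3, and 0 did in the other 7 fits.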

Although age was the primary factor by which dogs were clustered, dogs also clustered according to diet within age groups. Of the 262 genes that were affected by age, only 26 were differentially expressed in both diet groups (Tables 1, 2, and 3). 

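IFI30 was the single gene called on both diets, at a log2 difference of -2.23 (SE 0.23, adjusted p = 0.0403) in dogs fed APB and -2.41 (SE 0.23, adjusted p = 0.0211) in dogs fed PPB, from limma. Single dogs ended these calls. That in dogs fed APB was kept in 2 of 12 fits that left out 1 dog, those without geriatric or young adult APB dog 3 (adjusted p up to 0.231), and that in dogs fed PPB in 6, those without geriatric APB dogs 1 or 2, geriatric PPB dog 1 or any young adult dog fed APB (up to 0.165). Both were kept in 1 fit, that without young adult APB dog 3. Across the tested probe sets the age differences on the 2 diets, which come from different dogs, had a correlation of 0.546, and probe sets are not independent replicates. All 116 probe sets called for the averaged age difference had the same sign on both diets, as their choice favors. Of these, 89 were further from 0 in dogs fed PPB, with a median absolute log2 difference of 1.02 against 0.75 in dogs fed APB. For the difference between the diets in the age effect, limma called 0 probe sets (197 at an unadjusted p under 0.05). At an unadjusted p under 0.005 on each diet, the threshold chosen after the values were seen, 30 named genes passed with the same direction.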

Of the total 22 differentially expressed genes due to diet, none were differentially expressed in both age groups (Table 4). 

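No probe set passed limma's threshold for diet in both ages, and 4 had an unadjusted p under 0.05 in both with the same direction. FEZ2, which acts in axon outgrowth, was lower with APB in both ages, with a log2 difference of -0.60 (SE 0.18, adjusted p = 1.00) in young adult and -0.75 (SE 0.18, adjusted p = 1.00) in geriatric dogs. FTO, an RNA demethylase linked to body mass, had -0.48 (SE 0.08, adjusted p = 1.00) in geriatric and -0.09 (SE 0.08, adjusted p = 1.00) in young adult dogs.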

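On the arrays, MT2A, a metal-binding metallothionein, had a log2 value 2.99 higher in geriatric dogs averaged over diets (SE 0.69, adjusted p = 0.0779 from limma), and MT1E had a difference of 1.64 (adjusted p = 0.348). Of the metallothionein list, fixed before the data were examined, these 2 genes were measured. The difference of MT2A was 4.21 in dogs fed APB and 1.77 in dogs fed PPB, and the mean deviation of the 2 genes was 3.07 and 3.69 in geriatric APB dogs 1 and 2 against -0.22 to 0.68 in the other geriatric dogs; 0 passed over all probe sets and 1 when adjusted over the list alone. TTN, the giant titin of the sarcomere, had a difference of 2.36 (SE 0.42, adjusted p = 0.10) in dogs fed PPB and 0.55 (SE 0.42, adjusted p = 0.97) in dogs fed APB. ATP2B1, a calcium pump of the plasma membrane, had an averaged difference of 0.93 (SE 0.29, adjusted p = 0.166). None of these probe sets passed the threshold for age. Of the 18 tested probe sets of TTN, another 1 did averaged over diets, at 0.86 (adjusted p = 0.040; kept in 2 of 12 fits without 1 dog). The qRT-PCR values were not analysed here.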

Analysis of several genes using qRT-PCR confirmed our observations on the array, with MT2A, TTN, and ATP2B all having increased mRNA abundance according to both the array and qRT-PCR (data not shown).

**Figure 1:**
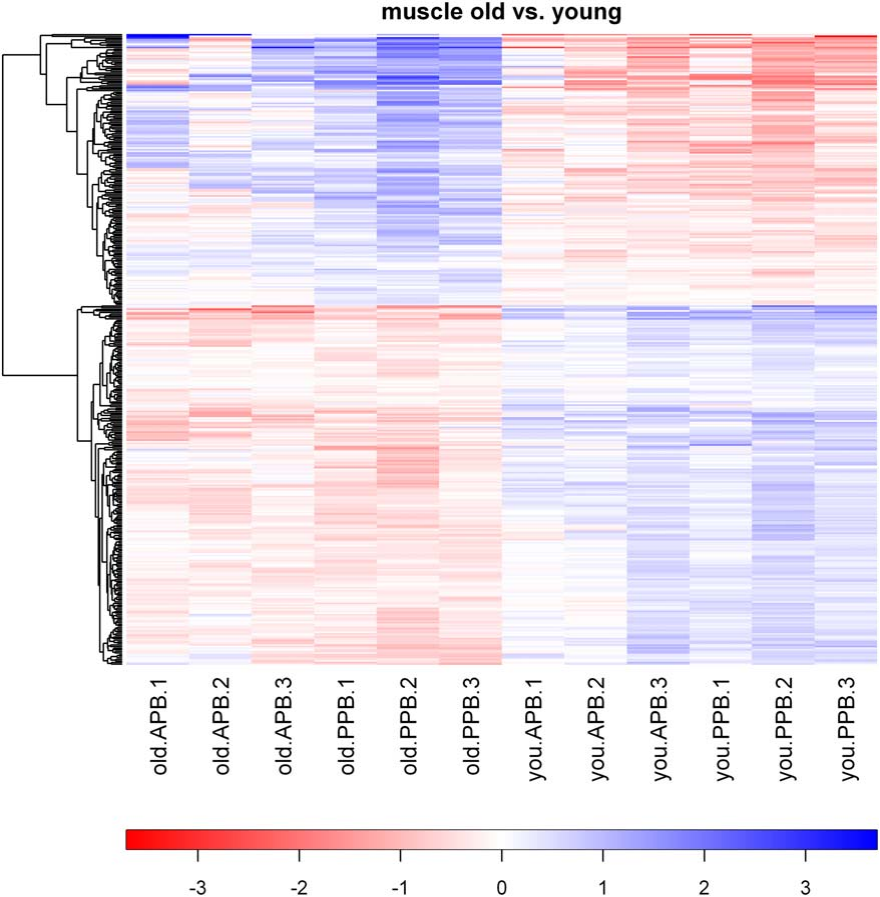
Heat map of pairwise comparisons of skeletal muscle gene expression in geriatric versus young adult dogs. Values are the GCRMA-processed probe set value (log2 scale) minus the mean value for that probe set across all arrays. Hierarchical cluster analysis was used to create the dendrogram.

**Table 1:** Differentially expressed cell function- and immune response-associated genes in skeletal muscle tissue of geriatric vs. young adult dogs fed diets formulated with animal-based (APB) or plant-based (PPB) protein sources.

Functional classification	Gene name	Gene symbol	Fold change	
			APB	PPB
**Cell cycle and apoptosis**				
Apoptosis	TIMP metallopeptidase inhibitor 3	TIMP3	1.36	1.90*
Apoptosis	Diablo homolog (drosophila)	DIABLO	−1.25	−2.18*
Cell adhesion	Endoglin (osler-rendu-weber syndrome 1)	ENG	−2.85*	−3.61*
Cell aging	LIM and senescent cell antigen-like domains 1	LIMS1	1.31	3.13*
Cell cycle	Stromal interaction molecule 1	STIM1	−1.60*	−1.95*
Cell cycle	Transforming growth factor, beta 1	TGFB1	−1.54	−2.12*
Cell cycle (inhibition)	Retinoblastoma-like 2 (p130)	RBL2	1.61	3.45*
Cell proliferation	RAS homolog gene family, member g (rho g)	RHOG	−1.04	−1.65*
Cell survival	Hcls1 associated protein x-1	HAX1	−1.56*	−1.80*
Differentiation	Endothelial pas domain protein 1	EPAS1	−1.69*	−2.10*
Meiotic recombination	Kelch domain containing 3	KLHDC3	−1.57*	−1.77*
Proliferation	Calpain, small subunit 1	CAPNS1	−1.36*	−1.41*
**Cellular organization and development**				
Actin cytoskeleton organization and development	Phosphodiesterase 4 d interacting protein (myomegalin)	PDE4DIP	1.30	1.90*
Cytokinesis	Myosin-10 (cellular myosin heavy chain, type b)	MYH10	3.19	6.22*
Cytokinesis	Septin 11	SEPT11	2.52*	3.79*
Cytoskeletal organization	Actin binding lim protein 1	ABLIM1	2.23	3.17*
Development	MYBPC1 myosin binding protein C, slow type	MYBPC1	1.82	4.14*
Development	Nebulin	NEB	1.86	3.16*
Development	Titin	TTN	1.96	8.95*
Development	Myocyte enhancer factor 2C	MEF2C	1.38	4.90*
Development	Integrin beta 1 binding protein (melusin) 2	ITGB1BP2	−2.02	−2.28*
Development	Actin, gamma 2, smooth muscle, enteric	ACTG2	−2.72	−6.73*
Structure	DMN desmuslin	DMN	2.13	8.41*
**Immune and stress response**				
Anti tumor	Dermatan sulfate epimerase	DSE	4.81*	4.49*
Humoral immune response	Adenosine deaminase	ADA	−2.21*	−2.58*
Immune response	Gamma-interferon inducible lysosomal thiol reductase precursor	IFI30/GILT	−4.70*	−5.30*
Oxidative stress response	Peroxiredoxin 5	PRDX5	−1.90*	−1.90*

* Denotes statistically significant differences.

**Table 2:** Differentially expressed metabolism-associated genes in skeletal muscle tissue of geriatric vs. young adult dogs fed diets formulated with animal-based (APB) or plant-based (PPB) protein sources.

Functional classification	Gene name	Gene symbol	Fold change	
			APB	PPB
**Metabolism**				
Amino acid metabolism	Cysteine conjugate-beta lyase; cytoplasmic (glutamine transaminase K, kyneurenine aminotransferase)	CCBL1	−2.48*	−2.08*
Carbohydrate metabolism	ER degradation enhancer, mannosidase alpha-like 2	EDEM2	−1.36*	−1.66*
Electron transport	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 9, 22 kDa	DNDUFB9	−1.29	−1.37*
Electron transport	Isovaleryl Coenzyme A dehydrogenase	IVD	−1.50	−1.69*
Electron transport	NADH dehydrogenase (ubiquinone) Fe-S protein 6, 13 kDa (NADH-coenzyme Q reductase)	NDUFS6	−1.22	−1.42*
Electron transport chain	NADH dehydrogenase 1 beta subcomplex, 11, 17.3 kda	NDUFB11	−1.61*	−1.71*
Electron transport chain	Ring finger 144b	RNF144B	−2.79*	−2.56*
Electron transport chain	Glutaryl-Coenzyme A dehydrogenase	GCDH	−2.01*	−1.50
Energy metabolism	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 10, 42 kDa	NDUFA10	−1.66*	−1.46
Lipid metabolism	Protein kinase, AMP-activated, gamma 1 non-catalytic subunit	PRKAG1	−1.41	−2.10*
Glutathione conjugation	Glutathione S-transferase P (GST 7-7) (Chain 7) (GST class-pi)	GSTP1	−1.22	−1.77*
Glycolysis	Glyceraldehyde-3-phosphate dehydrogenase	GAPDH	−1.13	−2.13*
Glycolysis	Aldolase A, fructose-bisphosphate	ALDOA	1.53	2.54*
Heme biosynthesis	Heme a∶farnesyltransferase	COX10	−1.57*	−1.54*
Lipid metabolism	Hydroxysteroid (17-beta) dehydrogenase 10	HSD17B10	−1.76*	−1.83*
Protein AA dephosphorylation	Protein phosphatase 2, regulatory subunit B″, alpha	PPP2R3A	1.30	3.67*
Protein AA phosphorylation	Janus kinase 1 (a protein tyrosine kinase)	JAK1	1.66	3.64*
TCA cycle	Isocitrate dehydrogenase 3 (NAD+) beta	IDH3B	−2.19*	−2.23*
TCA cycle	Succinate dehydrogenase complex, subunit C, integral membrane protein, 15 kDa	SDHC	−1.43*	−1.34

* Denotes statistically significant differences.

**Table 3:** Differential expression of transcription-, signaling-, and transport-associated genes in skeletal muscle tissue of geriatric vs. young adult dogs fed diets formulated with animal-based (APB) or plant-based (PPB) protein sources.

Functional classification	Gene name	Gene symbol	Fold change	
			APB	PPB
**Transcription - translation**				
DNA structure	Polymerase (DNA-directed), epsilon 4 (p12 subunit)	POLE4	−1.20*	−1.32*
mRNA processing	Small nuclear ribonucleoprotein polypeptide N	SNRPN	−1.54*	−1.73*
Protein biosynthesis	Deoxyhypusine synthase	DHPS	−1.45	−2.03*
Protein biosynthesis	Mitochondrial ribosomal protein L14	MRPL14	−1.37	−1.65*
Protein biosynthesis	Mitochondrial ribosomal protein S18A	MRPS18A	−1.34	−1.72*
Protein biosynthesis	Ribosomal protein S16	RPS16	−1.15	−2.00*
Protein biosynthesis	Ribosomal protein L19	RPL19	−1.03	−1.67*
Protein biosynthesis	Mitochondrial ribosomal protein S12	MRPS12	−1.42	−1.75*
Ribosome assembly	Nucleolar protein family a, member 2	NOLA2	−1.36*	−1.89*
Transcription regulation	Zinc finger protein 32	ZNF32	−1.63*	−1.75*
**Signaling mechanisms**				
Cellular trafficking	Methylmalonic aciduria cblc type, with homocystinuria	MMACHC	−2.21*	−2.15*
Intracellular signaling cascade	A kinase (prka) anchor protein 13	AKAP13	1.96*	1.86*
Neurotransmission	Rab3a, member ras oncogene family	RAB3A	−2.27*	−2.22*
**Transport**				
Protein transport	Sec61 alpha 2 subunit (s. Cerevisiae)	SEC61A2	−1.54*	−1.45*
Taurine transport	Solute carrier family 6 (neurotransmitter transporter), member 6	SLC6A6	1.87*	2.40*
Transport	Solute carrier family 25, member 33	SLC25A33	−3.14*	−3.42*

* Denotes statistically significant differences.

**Table 4:** Effect of an animal protein-based vs. a plant protein-based diet on muscle gene expression in young adult or geriatric dogs.

Functional classification	Gene name	Gene symbol	Fold change	
			Young	Geriatric
**Cellular organization and development**				
Muscle function and development	Titin	TTN	1.16	−4.77*
Striated muscle development	Myosin binding protein C, slow type	MYBPC1	−1.02	−1.46*
**Metabolism**				
Diabetes and obesity	Fat mass and obesity associated	FTO	−1.07	−1.39*
Electron transport	Monoamine oxidase B	MAOB	−2.61*	1.05
Glycolysis	Glyceraldehyde-3-phosphate dehydrogenase	GAPDH	1.06	2.01*
Leucine catabolism	Methylcrotonyl-Coenzyme A carboxylase 2 (beta)	MCCC2	1.91*	1.11
**Transcription - translation**				
Transcription regulation	Zinc finger, MYND-type containing 8	ZMYND8	−1.07	−1.69*
Transcription regulation	SNF8, ESCRT-II complex subunit	SNF8	−1.34*	−1.02
**Signaling mechanisms**				
Cell surface receptor-linked Signal transduction	Leukemia inhibitory factor receptor alpha	LIFR	1.05	−2.20*
Intracellular signaling cascade	Janus kinase 1 (a protein tyrosine kinase)	JAK1	−1.12	−2.17*
Signal transduction	A kinase (PRKA) anchor protein 8	AKAP8	−1.04	−1.35*
Signal transduction	Guanine nucleotide binding protein (G protein), beta polypeptide 2-like 1	GNB2L1	−1.05	−1.52*
Signal transduction	Fasciculation and elongation protein zeta 2 (zygin II)	FEZ2	−1.52	−1.68*
**Other**				
Apoptosis	Thioredoxin-like 1	TXNL1	1.04	1.29*
Calcium transport	ATPase, Ca++ transporting, plasma membrane 1	ATP2B1	1.01	−1.55*
Cell adhesion	Collagen, type I alpha 2	COL1A2	−1.26	−2.68*
Lipid transport	Glycolipid transfer protein domain containing 1	GLTP	−1.01	2.30*
Mitotic chromosome condensation	Cytoplasmic linker associated protein 2	CLASP2	−1.14	−2.23*
Peptidase	Signal peptide peptidase 3	UNQ1887	−1.59*	1.05
Protein complex assembly	Solute carrier family 9 (Na/H exchanger) member 3 regulator 1	SLC9A3R1	−1.00	1.21*
Unknown	Growth hormone regulated TBC protein 1	GRTP1	1.04	1.37*
Visual perception	Crystallin, zeta	CRYZ	−1.06	−1.38*

* Denotes statistically significant differences.

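A shared change with age was not detected in genes of cell division, which does not show that they were unchanged. Of 8 measured genes of a proliferation list, 0 passed limma's threshold averaged over diets (0 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with a median log2 difference of -0.00. RRM1, a subunit of ribonucleotide reductase, was at 0.10 (adjusted p = 0.689), and TYMS, of thymidylate synthesis, at 0.33 (adjusted p = 0.611). Of 11 genes of the apoptosis machinery, 0 passed (4 at an unadjusted p under 0.05; 1 higher and 1 lower when adjusted over the list alone). BNIP3, a mitochondrial cell death protein, was at 0.70 (adjusted p = 0.118) and CYCS, cytochrome c, at -0.06 (adjusted p = 0.912). The 6 measured p53 targets and senescence genes were higher as a list (median 0.67; camera, adjusted p = 0.00433), with adjusted p = 0.298 with an estimated correlation. None passed singly (4 at an unadjusted p under 0.05; 3 higher when adjusted over the list alone), with CCNG1, cyclin G1, at 0.58 (adjusted p = 0.215) and SESN1, sestrin 1, at 0.76 (adjusted p = 0.0908). Of the genes of cell cycle and apoptosis marked in Table 1 for dogs fed PPB, 10 had a probe set, and 3 were higher and 7 lower. The study chose them on these samples, so the 9 that passed when adjusted over the list alone are not independent evidence. With the poly-A control level as a covariate the p53 list was at 0.48 (adjusted p = 0.0184).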

The expression of genes related to cell cycle and apoptosis in geriatric dogs versus young adults suggests decreased cell turnover and increased apoptotic cells in geriatric individuals. Genes that promote proliferation (e.g., CAPNS1) and differentiation (e.g., EPAS1) had decreased expression in geriatric dogs. On the other hand, genes related to induction of apoptosis, cell aging, and cell cycle inhibition (TIMP3, LIMS1, and RBL2) had increased expression in geriatric dogs. Nevertheless, DIABLO, whose down-regulation (in geriatric dogs fed PPB) suggests decreased apoptosis, contradicts the above described pattern of decreased cell turnover and increased apoptosis. This observation may be due to the method by which each gene induces cell death. 

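EPAS1, the hypoxia-inducible factor HIF-2α, was near the background on this array, at log2 values of 3.38 ± 0.08 and 3.44 ± 0.10 in geriatric dogs fed APB and PPB and 3.43 ± 0.05 and 3.45 ± 0.07 in young adult dogs (SD, n = 3). Its age difference was -0.05 (SE 0.08, adjusted p = 0.972) in dogs fed APB and -0.01 (SE 0.08, adjusted p = 0.96) in dogs fed PPB from limma, and its 1 tested probe set was used. CAPNS1 was not analysed here.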

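All 3 genes had higher values in geriatric dogs, by more in those fed PPB, without passing limma's threshold. TIMP3, an inhibitor of matrix metalloproteinases, had a log2 difference of 0.93 (SE 0.23, adjusted p = 0.152) in dogs fed PPB and 0.44 (SE 0.23, adjusted p = 0.97) in dogs fed APB. LIMS1, an adaptor of focal adhesions, had 1.65 (SE 0.33, adjusted p = 0.109) on PPB and 0.38 (SE 0.33, adjusted p = 0.97) on APB. RBL2, a pocket protein that represses E2F targets and near the background in the young adult dogs, had 1.79 (SE 0.38, adjusted p = 0.115) on PPB and 0.69 (SE 0.38, adjusted p = 0.97) on APB. The differences of RBL2, also that between the diets, are therefore not exact. The difference between the diets in the age effect was 0.48, 1.26 and 1.10, each at an adjusted p of 1.00 from limma. Of the 5 tested probe sets of TIMP3, the one with the highest mean was at 0.40 on APB and 0.37 on PPB.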

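DIABLO, a mitochondrial protein that binds the inhibitors of apoptosis, had a log2 difference of -1.12 (SE 0.28, adjusted p = 0.146) from limma in dogs fed PPB, where geriatric dogs were at 6.28 ± 0.33 and young adult dogs at 7.40 ± 0.35 (SD, n = 3). In dogs fed APB the difference was -0.32 (SE 0.28, adjusted p = 0.97). HTRA2, another mitochondrial protein of this pathway, was at -0.79 (adjusted p = 0.138) averaged over diets.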

TIMP3 stabilizes TNFα receptors on the cell surface, priming the cell for TNF-induced death often seen in cancerous cells [17], whereas DIABLO acts through inhibition of apoptosis inhibitor proteins [18].

Decreased expression of ENG and TGFB1 (in geriatric dogs fed PPB) suggests decreased cell turnover in geriatric dogs. 

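ENG fell in geriatric dogs averaged over diets, by 1.68 on the log2 scale (SE 0.21, adjusted p = 0.0157 from limma), and was called in 10 of 12 fits that each left out 1 dog. In dogs fed PPB its difference was -1.85 (SE 0.29, adjusted p = 0.10). TGFB1, the growth factor that ENG helps to bind, fell by 0.85 averaged over diets (SE 0.16, adjusted p = 0.0484), a call lost without any 1 of the 12 dogs (adjusted p up to 0.101). In dogs fed PPB it was -1.09 (adjusted p = 0.113). Of 13 measured markers of endothelial cells, 11 were lower in dogs fed PPB, with a median of -0.31 (camera, adjusted p = 0.0354), and adjusted p = 0.702 with an estimated correlation; 0 passed singly with limma (5 at an unadjusted p under 0.05; 3 lower when adjusted over the list alone). This call was lost without geriatric PPB dog 1 (-0.47, adjusted p = 0.0542), geriatric PPB dog 2 (-0.26, adjusted p = 0.0585) or young adult PPB dog 1 (-0.33, adjusted p = 0.0539). Averaged over diets ENG alone passed (2 lower when adjusted over the list alone), and the median was -0.09 (camera, adjusted p = 0.121). PECAM1 was at 0.05 (adjusted p = 0.853) averaged over diets and VWF, the von Willebrand factor, at -0.05 (adjusted p = 0.922). GYPC, the 1 measured gene of erythrocytes, fell by 0.66 averaged over diets (adjusted p = 0.0493, called in 1 of 12 fits), and 3 of 4 lymphocyte markers, too few for a list test, had lower values (median -0.26).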

ENG or endoglin is a co-receptor for TGFB1 that controls endothelial cell proliferation and angiogenesis [19]. ENG has been identified in muscle satellite cells or myogenic progenitors (MPs), but in contrast to our findings, Beggs et al. [20] noted increased expression of ENG in aged MPs compared to adult MPs (8-month old mice vs. 23-month old mice).

Interestingly, STIM1, a gene related to cell growth suppression [21], was up-regulated in young adult dogs. STIM1 controls intracellular calcium homeostasis in conjunction with STIM2 [22], [23]. Calcium is an important second messenger, which may affect cell functions, including growth, and, specifically for muscle, contraction. Moreover, calcium is a co-factor for CAPNS1, which controls the stability of calpains (both µ and m) [24]. Therefore, by dependency, calcium (and possibly STIM) may control CAPNS1 and have strong control over cell proliferation and apoptosis. Additionally, the calpain system may play a role in stress or damage response [25].

In general, the up-regulation of genes related to cell cycle and proliferation in young adult dogs is not surprising as they have a higher rate of tissue turnover. For example, HAX1 (decreased in geriatric dogs) was increased in human psoriasis (epidermal hyperplasia) patients, indicating its effect on cell proliferation [26] and suppression of apoptosis [27]. 

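HAX1, a mitochondrial protein that protects against apoptosis, fell in geriatric dogs by 0.74 on the log2 scale averaged over diets (SE 0.11, adjusted p = 0.0328 from limma). It was called in 6 of 12 fits that each left out 1 dog, with an adjusted p up to 0.0824. Its difference was -0.64 in dogs fed APB and -0.85 in dogs fed PPB, and neither passed alone (adjusted p = 0.553 and 0.10).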

Expression of EPAS1, a hypoxia-induced gene, was also decreased in geriatric dogs. A lack of EPAS1 can have severe metabolic consequences, including multiple organ pathogenesis, dysregulated TCA cycle and fatty acid oxidation, and impaired homeostasis of reactive oxygen species [28]. In the healthy individuals, EPAS1 stimulates angiogenesis [29]. 

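KLHDC3, a kelch domain protein, fell in geriatric dogs by 0.74 on the log2 scale averaged over diets (SE 0.11, adjusted p = 0.0349 from limma), from 9.27 ± 0.29 to 8.62 ± 0.13 in dogs fed APB and from 9.45 ± 0.15 to 8.62 ± 0.19 in dogs fed PPB (SD, n = 3). Leaving out 1 dog kept the call in 4 of 12 fits (adjusted p up to 0.0932).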

KLHDC3 (Peas in mouse) bears similarity to RAG2 normally found in the testis where it is thought to play a role in meiotic recombination [30], but its function in skeletal muscle is unknown. Collectively, these data suggest that cell cycle, cell proliferation, and cell differentiation were decreased in geriatric dogs versus young adult dogs, whereas apoptosis and cell aging may be increased. The measurement of indicators for apoptosis or cell turnover were not performed herein to confirm the mRNA data, but would be justified in future experiments.

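POLE4, a histone-fold subunit of DNA polymerase epsilon, fell in geriatric dogs by 0.33 on the log2 scale averaged over diets (SE 0.06, adjusted p = 0.040 from limma), and the zinc finger protein ZNF32 fell by 0.76 (SE 0.13, adjusted p = 0.0398). Each was called in 1 of 12 fits that left out 1 dog, with adjusted p up to 0.105 and 0.0995. Of the genes of transcription and translation marked in Table 3, all 4 marked for dogs fed APB and all 10 marked for dogs fed PPB were lower in geriatric dogs. The study chose them on these samples, so this is not independent evidence; 5 of the 10 passed averaged over diets.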

Concurrent with genes related to cell cycle in geriatric dogs, genes related to DNA transcription (e.g., POLE4 and ZNF32) were also down-regulated. Although the function of POLE4 has not been completely elucidated, it is thought to play a role in DNA replication (particularly chromatin folding) [31] in the late S-phase of mitotic cells and is therefore associated with cell proliferation [32]. ZNF32 has been implicated in human colon and adrenocortex cancers where its up-regulation was noted in “signature” gene expression profiles for these malignancies [33], [34]. Implications for ZNF32 expression in skeletal muscle and its relation to age are currently unknown.

SNRPN is involved in mRNA processing and its dysfunction (by faulty imprinting) in humans is related to Prader-Willi and Angelman syndromes [35], which typically impair intelligence, cognitive development, and display low muscle tone (hypotonia). 

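SNRPN, a core protein of the spliceosome, fell in geriatric dogs by 0.71 on the log2 scale averaged over diets (SE 0.12, adjusted p = 0.038 from limma; called in 3 of 12 fits that each left out 1 dog). Of 27 measured genes of splicing and RNA binding, a list fixed before the data were examined, 22 had higher values in geriatric dogs, with a median of 0.36 (camera, adjusted p = 0.000252), and adjusted p = 0.709 with an estimated correlation. SRSF10 rose by 1.04 (adjusted p = 0.0477, lost without any 1 dog), SNRPN was the 1 member that fell, and 25 did not pass (6 higher and 2 lower when adjusted over the list alone). As the poly-A controls also differed between ages, their level was taken as a covariate, with which the list was at 0.41 (adjusted p = 0.000642). As mean deviations of the list, young adult dogs ranged from -0.58 to 0.14. Geriatric APB dog 2 (-0.22), APB dog 3 (0.09) and PPB dog 1 (0.02) lay within this range. Geriatric APB dog 1 (0.57), PPB dog 2 (0.40) and PPB dog 3 (0.24) lay above it.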

SNRPN expression appears to be ubiquitous in mice, including skeletal muscle [36] but specific information in canine muscle is lacking. Likewise, NOLA2 has not been described in canine skeletal muscle but its involvement in rRNA processing and particularly its role in the telomerase complex have primed NOLA2 as an indicator gene in human lung cancer [37].

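NHP2 (NOLA2), a protein of the box H/ACA particles and of telomerase, fell in geriatric dogs fed PPB by 0.92 on the log2 scale (SE 0.11, adjusted p = 0.0414 from limma), a call kept in 1 of 12 fits that each left out 1 dog, that without young adult APB dog 3 (adjusted p up to 0.191). Its log2 value was 8.97 ± 0.05 in geriatric and 9.89 ± 0.08 in young adult dogs (SD, n = 3). In dogs fed APB the difference was -0.44 (SE 0.11, adjusted p = 0.696), and the test of the difference between diets gave -0.48 (adjusted p = 1.00). Averaged over diets it was called in 11 of these fits, all but that without young adult PPB dog 2 (adjusted p = 0.0519).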

A number of genes related to protein biosynthesis were expressed at lower levels in aged dogs compared to young adult dogs, specifically in those fed PPB. Most of these genes encode ribosomal proteins or subunits thereof, but specific functions of these proteins remain to be elucidated. 

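Genes of the mitochondrial ribosome were on balance lower in geriatric dogs, whereas those of the cytosolic ribosome were not. The lists were not tested against each other. For the mitochondrial list, geriatric APB dog 1 (mean deviation 0.11) lay within the range of the young adult dogs (-0.02 to 0.19). In dogs fed PPB the 51 measured mitochondrial ribosomal proteins had a median log2 difference of -0.34 (camera, adjusted p = 0.00341), and adjusted p = 0.702 with an estimated correlation; 0 passed singly (20 at an unadjusted p under 0.05; 8 lower when adjusted over the list alone). Averaged over diets, MRPL14 fell by 0.59 (adjusted p = 0.038 from limma) and MRPL43 by 0.77, and 17 were lower when adjusted over the list alone. Both calls were lost in most fits that left out 1 dog (kept in 2 and 3 of 12). The 59 cytosolic ribosomal proteins had a median of -0.05 in dogs fed PPB (camera, adjusted p = 0.948; 0 passed with limma) and 0.12 in dogs fed APB (camera, adjusted p = 0.000108), with adjusted p = 0.49 with an estimated correlation. Without geriatric APB dog 2 the latter was -0.01. RPS16 and RPL19, of the small and large cytosolic subunits, had differences of -1.00 (adjusted p = 0.112) and -0.74 (adjusted p = 0.152) in dogs fed PPB and of -0.20 and -0.05 in dogs fed APB. The probe set of RPS16 with the highest mean was at 0.00 in dogs fed PPB. MRPS18A and MRPS12 were at -0.79 (adjusted p = 0.152) and -0.81 (adjusted p = 0.151) in dogs fed PPB. Of 25 translation factors, 0 passed averaged over diets (6 at an unadjusted p under 0.05; 1 lower when adjusted over the list alone), although EIF3A did in another of its probe sets. With the level of the poly-A controls as a covariate the mitochondrial list was at -0.15 (adjusted p = 0.00804) in dogs fed PPB.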

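PPP2R3A, a regulatory subunit of protein phosphatase 2A, had a log2 difference between ages of 1.88 (SE 0.48, adjusted p = 0.154) from limma in dogs fed PPB, with values of 7.10 ± 0.53 in geriatric and 5.23 ± 0.82 in young adult dogs (SD, n = 3), and of 0.37 (SE 0.48, adjusted p = 0.97) in dogs fed APB. RBL2 was at 4.44 ± 0.80 in geriatric and, near the background, at 2.65 ± 0.14 in young adult dogs fed PPB.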

Although they are not functionally categorized as being involved in transcription and translation in Table 3, RBL2 (cell cycle; Table 1) and PPP2R3A (metabolism; Table 2) both play a role in transcription and repress the cell cycle.

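Of the genes of metabolism that Table 2 marks for dogs fed APB, 9 had a tested probe set, and all 9 were lower in geriatric dogs. Of those marked for dogs fed PPB, 13 had one, of which 11 were lower and 2 higher. Averaged over diets, 7 of each passed limma's threshold. The study chose these genes on these samples, so their direction is not independent evidence. RNF144B, a ubiquitin ligase listed with electron transport, fell by 1.42 on the log2 scale (SE 0.21, adjusted p = 0.0328). It was called in 4 of 12 fits that each left out 1 dog. GAPDH, of glycolysis, had a difference of -0.04 (adjusted p = 0.914) in dogs fed PPB, but its log2 values of 14.8 to 15.5 lie near the top of the array's range, where a difference can be compressed, so this does not show that its expression was unchanged.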

The down-regulation of genes related to metabolism in skeletal muscle of geriatric dogs was not surprising, as aged muscle becomes less efficient due to mitochondrial dysfunction [5], [6], [38]. These age-related changes affect respiratory chain function [39] and, consequently, reduce VO_2max_ thereby diminishing muscle function [6] and muscle strength [3]. These age-related changes likely affect genes involved with the respiratory chain (NDUFB11, RNF144B, COX10, IVD, NDUFS6, and GCDH) directly, as well as IDH3B and SDHC, which are part of the citric acid cycle [40], and CCBL1, which is involved in glutamine metabolism [41]. 

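Subunits of the respiratory chain were lower in geriatric dogs as a group. Of 30 measured subunits of complex I, which takes electrons from NADH, 26 had lower values averaged over diets, with a median log2 difference of -0.32 (camera, adjusted p = 7.1e-06), and adjusted p = 0.609 with an estimated correlation. NDUFB11 fell by 0.73 (SE 0.13, adjusted p = 0.040 from limma), NDUFV3 by 1.01 and NDUFA10 by 0.64 (adjusted p = 0.0403), and 27 did not pass (13 lower when adjusted over the list alone). NDUFV3 was called in all 12 fits that left out 1 dog, and NDUFB11 and NDUFA10 in 1 each. NDUFS6 was at -0.40 (SE 0.08, adjusted p = 0.0607). In mean deviation of complex I, geriatric APB dog 3 (0.06) lay within the range of the young adult dogs (0.02 to 0.29). A relation to markers of fat cells was not tested. Of 23 subunits of complexes II to V, 22 had lower values (median -0.22; camera, adjusted p = 0.000534), with adjusted p = 0.724 with an estimated correlation. None passed singly (10 at an unadjusted p under 0.05; 1 lower when adjusted over the list alone), with ATP5F1B at -0.09 (adjusted p = 0.616) and COX5A at -0.08 (adjusted p = 0.591). IVD, of leucine breakdown, fell by 0.67 (adjusted p = 0.0481, lost without any 1 dog), and GCDH, of lysine breakdown, was at -0.84 (adjusted p = 0.0647). IDH3B, of the citric acid cycle, fell by 1.14 (adjusted p = 0.0328; called in 4 of those 12 fits), but its probe set with the higher mean was at -0.19 (adjusted p = 0.299). SDHC was at -0.47 (adjusted p = 0.0568). KYAT1 (CCBL1), a glutamine transaminase, fell by 1.18 (SE 0.17, adjusted p = 0.0328; 6 of 12). COX10 was not analysed here. The median of all tested probe sets was -0.04, and -0.10 with each array centred on its median. Taking the poly-A control level as a covariate gave -0.31 (adjusted p = 7.9e-09) for complex I and -0.19 (adjusted p = 5.4e-05) for complexes II to V.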

HSD17B10 regulates biological potency of steroid hormones but is also involved in mitochondrial β-oxidation of fatty acids [42]. 

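HSD17B10, a mitochondrial dehydrogenase, fell in geriatric dogs by 0.84 on the log2 scale averaged over diets (SE 0.09, adjusted p = 0.0139 from limma). A second probe set fell by 0.81, and both were called in all 12 fits that each left out 1 dog. Its difference was -0.81 (adjusted p = 0.288) in dogs fed APB and -0.87 (adjusted p = 0.0986) in dogs fed PPB, with 3 dogs per group.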

PRKAG1, which plays a role in fatty acid synthesis, was also decreased geriatric dogs fed PPB. 

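PRKAG1, a regulatory subunit of AMP-activated protein kinase, had a log2 difference of -1.07 (SE 0.27, adjusted p = 0.152) from limma in dogs fed PPB, from 9.41 ± 0.24 in young adult to 8.34 ± 0.29 in geriatric dogs (SD, n = 3). In dogs fed APB it was -0.50 (SE 0.27, adjusted p = 0.97).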

The efficiency of carbohydrate metabolism may be impaired with age due to decreased EDEM2 expression. 

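EDEM2 fell in geriatric dogs by 0.59 on the log2 scale averaged over diets (SE 0.09, adjusted p = 0.0328 from limma; called in 4 of 12 fits that each left out 1 dog), by this one of its 4 tested probe sets. The probe set with the highest mean differed in direction, at 1.02 in dogs fed APB and 0.99 in dogs fed PPB, and did not pass.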

EDEM2 recognizes misfolded endoplasmic reticulum glycoproteins and targets them for destruction [43], [44], however, a direct effect of age on this gene has not been described to date. 

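Genes of glycolysis also had lower values as a list. Of 20 genes of glycolysis and glycogen, 16 had lower values in geriatric dogs averaged over diets, with a median log2 difference of -0.42 (camera, adjusted p = 0.0148), and adjusted p = 0.745 with an estimated correlation. None passed singly with limma (5 at an unadjusted p under 0.05; 0 when adjusted over the list alone). GAPDH was at -0.11 (adjusted p = 0.625) and ENO3, the muscle enolase, at -0.45 (adjusted p = 0.249). The list's call was lost without geriatric APB dog 2 (median -0.25, adjusted p = 0.0849) and without young adult PPB dog 1 (-0.42, adjusted p = 0.0730). The 17 genes of the citric acid cycle had a median of -0.25 (camera, adjusted p = 0.191; 2 lower when adjusted over the list alone). This depended on the dogs and the setting, at -0.15 (adjusted p = 0.809) without geriatric APB dog 2, -0.32 (adjusted p = 0.0189) without geriatric APB dog 3 and -0.19 (adjusted p = 0.0239) with the poly-A control level as a covariate. Its members SDHD and SDHB were at -0.03 (adjusted p = 0.936) and -0.25 (adjusted p = 0.426). Fatty acid oxidation did not pass as a list, with a median of 0.10 over 13 genes (camera, adjusted p = 0.683; 1 lower when adjusted over the list alone). Of 10 genes of branched-chain amino acid breakdown, IVD fell, a call that ended without any 1 dog, and 9 did not pass (3 lower when adjusted over the list alone), with a median of -0.12 (camera, adjusted p = 0.191).

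**Figure D2:**
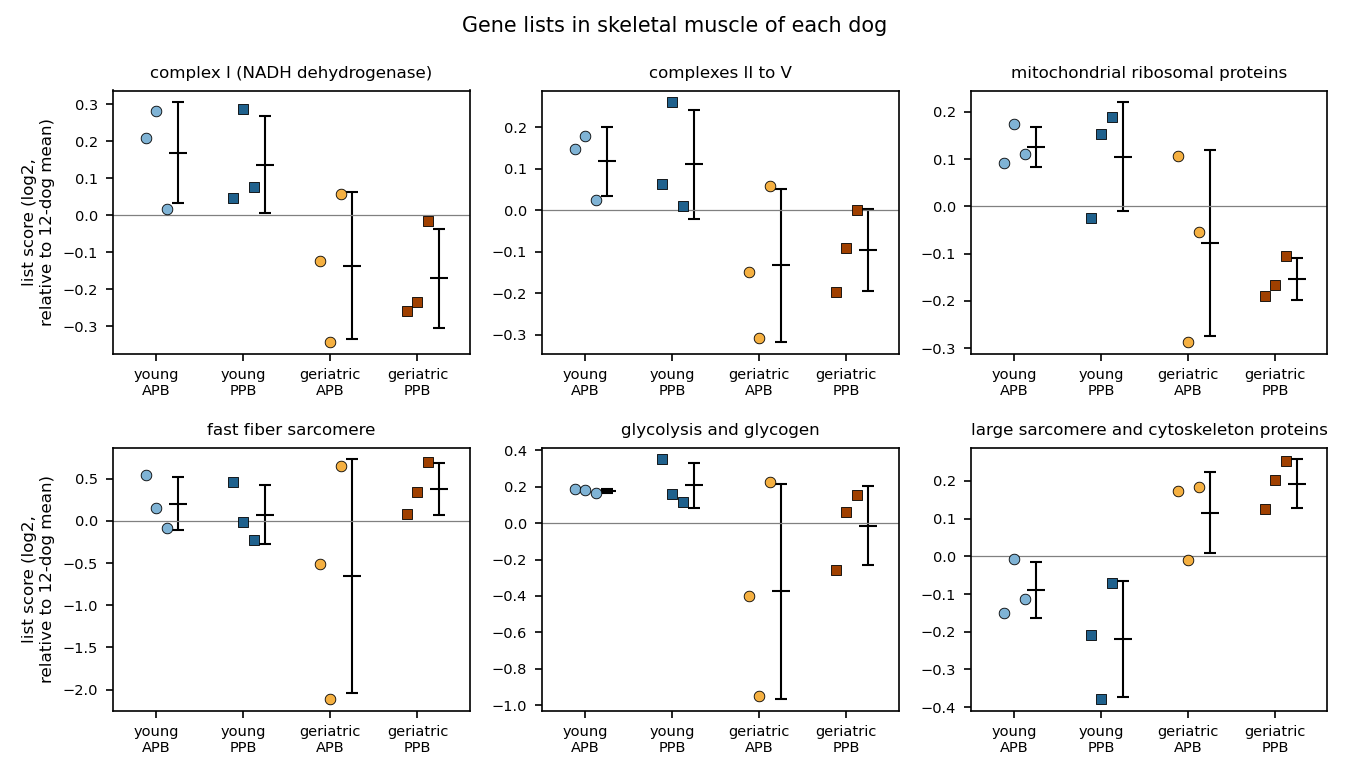
Mean deviation of 6 gene lists in each dog, in log2 units from the mean of all dogs (vertical axis), by age and diet (horizontal axis). Points are the 3 dogs of a group and bars their mean ± SD. The respiratory chain and mitochondrial ribosome lists are lower on average in geriatric dogs, and geriatric APB dog 2 lies far below the others in the fast fiber list.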

In general, our gene expression data suggest reduced metabolic activity with age, which is in agreement with previously reported data in humans [7], [8]. Further studies using calorimetric devices are required to confirm our gene expression data.

It is interesting to note that several genes related to cellular organization and development were up-regulated in geriatric dogs, almost exclusively in those fed PPB. 

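Large proteins of the sarcomere and cytoskeleton were higher in geriatric dogs. Of 27 measured genes of a list fixed before the data were examined, 22 had higher values averaged over diets, with a median log2 difference of 0.22 (camera, adjusted p = 0.000252), and adjusted p = 0.070 with an estimated correlation. NEB rose by 1.28, DMD by 1.23 and ABLIM1, in the list's probe set, by 0.75 (adjusted p = 0.0328, 0.0349 and 0.040 from limma; kept in 4, 3 and 1 of 12 fits that each left out 1 dog), and 24 did not pass (5 higher and 1 lower when adjusted over the list alone). Desmin, DES, was at 0.05 (adjusted p = 0.862) and KLHL41 at 0.44 (adjusted p = 0.202). The median was 0.29 in dogs fed PPB and 0.14 in dogs fed APB. A test of the difference between the diets gave a median of 0.20 (camera, adjusted p = 0.0498), and adjusted p = 0.739 with an estimated correlation. This call was kept in 4 of 12 fits, those without geriatric PPB dog 2, young adult APB dog 1 or young adult PPB dogs 1 or 3, and the median was 0.03 (adjusted p = 0.174) without young adult APB dog 2. MEF2C, a transcription factor of muscle development, had 1.64 (SE 0.30, adjusted p = 0.10) in dogs fed PPB and 0.46 (SE 0.30, adjusted p = 0.97) in dogs fed APB. ACTG2, a smooth muscle actin, was lower, at -2.75 (SE 0.62, adjusted p = 0.133) in dogs fed PPB. Of the genes of organization and development marked in Table 1 for PPB, chosen by the study on these samples and not independent evidence, 7 were higher and 2 lower. The averaged median of the list was 0.20 (adjusted p = 0.0117) with the poly-A control level as a covariate, and the difference between the diets then did not pass, at 0.16 (adjusted p = 0.0789).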

Whereas genes related to cell cycle and proliferation and differentiation suggest a decrease in cell division, these organization and development genes were significantly changed in the opposite direction. This response could be due to age-related muscle atrophy, where fibrous tissue replaces muscle tissue [45]. Moreover, the decreased expression of melusin (ITGB1BP2), which suppresses hypertrophy [46], may indicate an attempt to fill voids left by dead muscle cells. 

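Genes of the extracellular matrix were on balance lower in geriatric dogs. Of 28 measured, 22 had lower values averaged over diets, with a median log2 difference of -0.39 (camera, adjusted p = 0.0401), and adjusted p = 0.762 with an estimated correlation. SERPINF1, a secreted serpin, fell by 1.03, and HSPG2, the perlecan of basement membranes, by 0.71 (adjusted p = 0.0471 and 0.040 from limma), calls kept in 1 and 0 of 12 fits that each left out 1 dog (adjusted p up to 0.13 and 0.104). TGFB1 also fell and DSE rose, each a call lost in most of these fits, and 24 did not pass (1 higher and 8 lower when adjusted over the list alone). Decorin, DCN, was at 0.15 (adjusted p = 0.737) and TIMP3 at 0.38 (adjusted p = 0.416). As mean deviations of the matrix genes, young adult dogs ranged from -0.07 to 0.44. Geriatric APB dog 1 (0.02), PPB dog 1 (0.17) and PPB dog 3 (0.03) lay within this range. Geriatric APB dog 2 (-0.16), PPB dog 2 (-0.22) and APB dog 3 (-0.45) lay below it. The list's call was lost without geriatric PPB dog 2 (median -0.28, adjusted p = 0.0811), geriatric APB dog 3 (-0.28, 0.135), young adult APB dog 1 (-0.32, 0.160), young adult APB dog 2 (-0.44, 0.0873) or young adult PPB dog 3 (-0.34, 0.0784). Markers of fat cells were higher, with all 7 measured above 0 and a median of 1.27 (camera, adjusted p = 0.000307), and adjusted p = 0.479 with an estimated correlation. None passed singly with limma (5 at an unadjusted p under 0.05; 0 when adjusted over the list alone), with SCD, a fatty acid desaturase, at 1.27 (adjusted p = 0.492) and lipoprotein lipase, LPL, at 1.45 (adjusted p = 0.276). The 11 markers of fibro-adipogenic cells had a median of 0.15 (camera, adjusted p = 0.36; 0 passed, 3 at an unadjusted p under 0.05, 1 higher when adjusted over the list alone). The poly-A control level as a covariate gave -0.27 (adjusted p = 0.0158) for the matrix genes and 0.70 (adjusted p = 0.0123) for the fat cell markers. In mean deviation the fat cell markers were highest in geriatric PPB dog 1 (1.37), APB dog 1 (0.86) and APB dog 2 (0.68). Geriatric APB dog 3 (0.02) and PPB dog 3 (-0.16) lay within the range of the young adult dogs (-0.99 to 0.10), and PPB dog 2 was at 0.18.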

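ITGB1BP2 fell in geriatric dogs by 1.10 on the log2 scale averaged over diets (SE 0.20, adjusted p = 0.0457 from limma), and the call was kept in 1 of 12 fits that each left out 1 dog (adjusted p up to 0.107). Its values on APB were 7.97 ± 0.50 in geriatric and 8.98 ± 0.33 in young adult dogs, and on PPB 8.18 ± 0.40 and 9.37 ± 0.18 (SD, n = 3).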

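In dogs fed PPB, ABLIM1 passed limma's threshold among the structural genes, a call kept without 2 of the 12 dogs, at 10.13 ± 0.22 in geriatric and 8.57 ± 0.17 in young adult dogs (SD, n = 3). SYNM (DMN), the intermediate filament synemin, had a log2 difference of 3.07 (SE 0.63, adjusted p = 0.112), and MYBPC1, the slow myosin-binding protein C, of 2.05 (SE 0.49, adjusted p = 0.137). NEB was at 11.71 ± 0.21 against 10.05 ± 0.36 (difference 1.66 (adjusted p = 0.10)). TTN was at 10.46 ± 0.15 against 8.10 ± 0.78, by 1 of its 18 tested probe sets, and the list's probe set of TTN, with the highest mean, had 0.29 (adjusted p = 0.244) averaged over diets. In dogs fed APB, SYNM had 1.09 (adjusted p = 0.97), MYBPC1 0.87 (adjusted p = 0.97) and NEB 0.90 (adjusted p = 0.725). Another probe set of MYBPC1, used below for diet, did not show this rise on APB. By it, geriatric dogs fed APB were at 7.45 to 7.81 and young adult dogs at 7.71 to 7.92. On PPB these were at 8.04 to 8.34 and 7.78 to 7.85. PDE4DIP was not analysed here.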

Cell hypertrophy would require an increase in size of the structural proteins (e.g., PDE4DIP, DMN, and ABLIM1) and functional proteins (e.g., MYBPC1, NEB, and TTN), which is in agreement with the observed up-regulation of these genes. Additionally, an increase in expression of genes related to cytokinesis was also noted (SEPT11 and MYH10), further underscoring the possibility of cellular hypertrophy.

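SEPTIN11 (SEPT11) rose in geriatric dogs by 1.63 on the log2 scale averaged over diets (SE 0.23, adjusted p = 0.0328 from limma). Its values were 5.89 ± 0.64 and 6.51 ± 0.13 in geriatric dogs fed APB and PPB, and 4.55 ± 0.31 and 4.59 ± 0.49 in young adult dogs (SD, n = 3). The call was kept in 4 of 12 fits that each left out 1 dog (adjusted p up to 0.0872). MYH10 was not analysed here.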

As individuals age, oxidative damage to tissues tends to increase. This is especially the case in highly oxidative tissues such as skeletal muscle [4]. Oxidative damage, in turn, leads to the induction of genes that counteract the effects of oxidative stress [9]. Interestingly, a gene such as PRDX5, which has antioxidant activity had lower expression in aged dogs, which is in agreement with observations in aged mouse hearts [47]. 

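PRDX5, a peroxiredoxin of mitochondria and peroxisomes, fell in geriatric dogs by 0.93 on the log2 scale averaged over diets (SE 0.15, adjusted p = 0.038 from limma), by -0.93 on APB and -0.93 on PPB. It was called in 2 of 12 fits that each left out 1 dog. It was the 1 gene of 21 on a list of antioxidant defence that passed (1 higher and 2 lower when adjusted over the list alone), and the list had a median of -0.17 (camera, adjusted p = 0.312). PRDX6 was at 0.00 (adjusted p = 0.994) and PRDX3 at -0.11 (adjusted p = 0.80).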

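ADA, adenosine deaminase of purine breakdown, fell in geriatric dogs by 1.25 on the log2 scale averaged over diets (SE 0.20, adjusted p = 0.035 from limma), with values of 7.37 ± 0.33 in geriatric and 8.62 ± 0.35 in young adult dogs (SD, n = 6). Young adult APB dog 2 was at 7.97, below the other young adult dogs. The call was kept in 3 of 12 fits that each left out 1 dog (adjusted p up to 0.0932). JCHAIN, of plasma cells, was at -0.52 (adjusted p = 0.635), and LCK, of T cells, lay near the background.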

ADA was also down-regulated in geriatric dogs, but is typically not highly expressed in skeletal muscle [48]. Although ADA is linked to development of the immune system in humans (deficiency causes severe combined immunodeficiency disorder), specifically in the spleen [48], its function in muscle may be limited to purine metabolism. The up-regulation of DSE (formerly known as SART2) in skeletal muscle of geriatric dogs may be related the oxidative damage in older tissues, as DSE is a tumor antigen that is recognized by cytotoxic T cells and is typically highly expressed in tumor cells [49].

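DSE had log2 values of 6.50 ± 1.04 and 6.60 ± 0.61 in geriatric dogs fed APB and PPB, and 4.23 ± 0.29 and 4.44 ± 0.47 in young adult dogs (SD, n = 3). Averaged over diets it rose by 2.22 (SE 0.35), and the call was kept in 2 of 12 fits that each left out 1 dog (adjusted p up to 0.0941 from limma). On each diet alone its adjusted p was 0.477 and 0.133.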

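SLC6A6, a carrier of taurine, was the higher one of the 3 transport genes that Table 3 marks on each diet, and SLC25A33 and SEC61A2 were the lower ones. All 3 passed limma's threshold averaged over diets, SLC25A33 alone also in each fit without 1 dog. Of the 2 genes of signaling with a tested probe set, AKAP13 had higher values and MMACHC, which processes vitamin B12, fell by 1.12 averaged over diets (adjusted p = 0.0349; called in 2 of 12 fits that each left out 1 dog). The study chose these genes on these samples, so the tallies are not independent evidence.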

Although no consistent trends were observed, age also affected some genes associated with cell signaling or transport. AKAP13, recently identified as a modulator of Toll-like receptor 2, was up-regulated in geriatric dogs. It has the ability to activate NF-κB and therefore activate the innate immune response [50], which could potentially be a response to age-related increased oxidative damage in muscle cells. 

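AKAP13, an anchoring protein of protein kinase A, had a log2 difference of 1.45 (SE 0.41, adjusted p = 0.19) from limma in dogs fed PPB and of 0.13 (SE 0.41, adjusted p = 0.979) in dogs fed APB, and 0.79 (adjusted p = 0.238) averaged over diets, by 1 of its 3 tested probe sets. Without geriatric APB dog 3 or young adult APB dog 2 the difference on APB was -0.19 and -0.17.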

Synaptic vesicle function appears to be impaired in geriatric dogs given the down-regulation of RAB3A. This gene plays a role in neurotransmitter release [51], [52] which may be negatively affected as synaptic vesicle density decreases with age [53]. 

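SEC61A2, a channel protein of the endoplasmic reticulum, fell in geriatric dogs by 0.58 on the log2 scale averaged over diets (SE 0.10, adjusted p = 0.038 from limma), at -0.62 on APB and -0.54 on PPB. With 1 dog left out it was called in 3 of 12 fits (adjusted p up to 0.0969).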

SEC61A2 is an essential part of the endoplasmic reticulum protein translocation complex [54] and its transcription may be regulated in a p53-dependent manner [55]. This latter mechanism may also reciprocally affect SLC6A6 expression, as p53 represses SLC6A6 expression [56]. 

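SLC6A6, the taurine transporter, rose in geriatric dogs by 1.08 on the log2 scale averaged over diets (SE 0.17, adjusted p = 0.0349 from limma), from 5.79 ± 0.23 to 6.87 ± 0.36 (SD, n = 6). With 1 dog left out it was called in 2 of 12 fits (adjusted p up to 0.0887). Of the p53 targets measured, CDKN1A, the cell cycle inhibitor p21, had an averaged difference of 1.29 (adjusted p = 0.24) and MDM2 of 0.30 (adjusted p = 0.539).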

SLC6A6 is ubiquitously expressed in human tissues [57] and is a sodium dependent taurine transporter that has been implicated in mental retardation in humans [56], but its function in dogs, and specifically skeletal muscle, is not known. The expression of SLC25A33 is fairly ubiquitous in humans, with the highest expression in testis, skeletal muscle [58], and central nervous system [59] but data in the dog are unavailable. 

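SLC25A33 fell in geriatric dogs by 1.71 on the log2 scale averaged over diets (SE 0.17, adjusted p = 0.00964 from limma), from 8.99 ± 0.30 to 7.28 ± 0.29 (SD, n = 6). Its difference was -1.65 (adjusted p = 0.261) in dogs fed APB and -1.77 (adjusted p = 0.0586) in dogs fed PPB.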

As with many members of the large SLC family of carriers, the substrate of SLC25A33 is currently unknown.

Taken together, the age-related changes in gene expression in dogs fed either diet suggest a decreased level of cell development and proliferation, transcription – translation activity, and metabolism. Genes up-regulated with age (mostly in dogs fed PPB) suggest responses to a “troubled” system, initiating hypertrophy of remaining cells in order to avoid muscle tissue from being replaced with non-muscle tissue. It should be noted that a considerably larger number of genes than are listed in Tables 1, 2, and 3 were affected by age. A complete list of genes affected by age is reported in Table S1.

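The copy of Table S1 used here holds 191 rows, against the 262 genes that the paper counts, so no test of overlap was made with it. Of its genes marked for dogs fed APB, 39 had a tested probe set, and all 39 had the direction that the paper gives, 9 higher and 30 lower in geriatric dogs. Of those marked for dogs fed PPB, 147 had one, of which 58 were higher and 89 lower, and 145 had the paper's direction. With limma's adjusted p under 0.05, 1 and 3 of them passed on these diets, 37 and 141 when adjusted over the list alone, and 28 and 38 averaged over diets. The study chose the genes on these samples, so these tallies are not independent evidence.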

Only four genes were differentially expressed in skeletal muscle of young adult dogs as affected by diet (MCCC2, MAOB, SNF8, and UNQ1887; Table 4). 

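No gene passed limma's threshold for diet in young adult dogs. MCCC2, of leucine breakdown, had a log2 difference of 0.96 (SE 0.22, adjusted p = 1.00), with values of 8.04 ± 0.23 in dogs fed APB and 7.08 ± 0.27 in dogs fed PPB (SD, n = 3). MAOB, a monoamine oxidase of mitochondria, had -1.38 (SE 0.36, adjusted p = 1.00), and SPPL3 (UNQ1887), an intramembrane protease, -0.67 (SE 0.17, adjusted p = 1.00). The values of SPPL3 in young adult dogs fed APB (3.31 to 3.67) lay near the background, so its difference is not exact. In geriatric dogs the differences of MCCC2, MAOB and SPPL3 were -0.01, 0.07 and 0.06. SNF8 was not analysed here.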

MCCC2 is a carboxylase involved in leucine catabolism [60], while MAOB catalyzes the oxidative deamination of biogenic amines including dopamine, serine, adrenalin and nor-adrenalin [61], [62]. SNF8 (in yeast) has a human homologue known as EAP30 subunit of the ELL complex (a transcription factor) that increases gene expression [63]. The aspartyl protease UNQ1887 (also known as SPPL3) is located in the endoplasmic reticulum and is thought to be involved in the clearance of signal peptides [64].

In geriatric dogs, differential gene expression as affected by diet was more prevalent. 

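In geriatric dogs, 26 probe sets, of which 6 were higher and 20 lower with APB, had an unadjusted p under 0.005, a threshold chosen after the values were seen, against 8 in young adult dogs. CLASP2, which binds the ends of microtubules, had a log2 difference of -1.16 (SE 0.18, adjusted p = 1.00) from limma, but its values lay near the background in all groups other than geriatric dogs fed PPB, which were at 4.09 ± 0.30 (SD, n = 3). The collagen gene COL1A2 was at 6.92 ± 0.41 in geriatric dogs fed APB and 8.34 ± 0.20 in those fed PPB (difference -1.42 (adjusted p = 1.00)). FTO had 5.83 ± 0.07 against 6.30 ± 0.08. The test of the difference between ages in the diet effect passed for 0 probe sets.

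**Figure D3:**
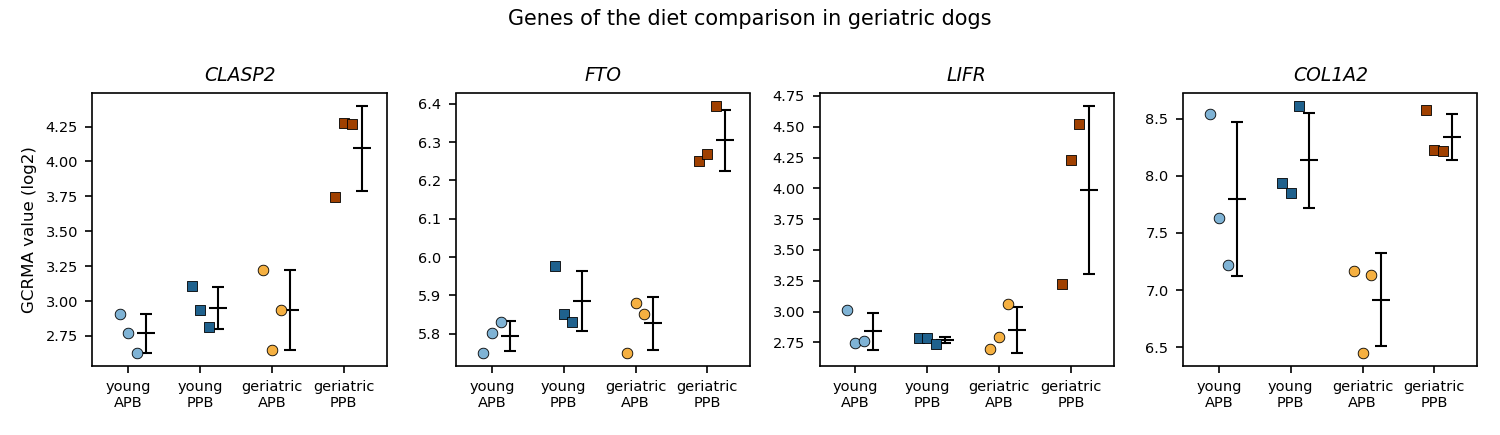
Log2 GCRMA values of CLASP2, FTO, LIFR and COL1A2 in the muscle of each dog (vertical axis), by age and diet (horizontal axis). Points are the 3 dogs of a group, and bars are their mean ± SD. Geriatric dogs fed PPB have the highest mean of the 4 groups in each panel.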

Because geriatric dogs are in a “steady-state” as compared to growing dogs, relatively small dietary manipulations may result in larger gene expression changes. 

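Of the genes that Table 4 marks in geriatric dogs, 16 had a tested probe set, and 14 of these were lower and 2 higher with APB, 15 of them in the paper's direction. The exception was GAPDH, whose values lie near the top of the array's range. The paper's fold comes from the same arrays, so the range does not account for the exception. The study chose these genes on these samples, so the tally is not independent evidence. TXNL1, a thioredoxin-like protein, was higher at 0.37 (SE 0.09, adjusted p = 1.00) from limma, and the zeta-crystallin CRYZ was lower at -0.46 (SE 0.11, adjusted p = 1.00). The values of TXNL1 in geriatric dogs fed PPB (3.43 to 3.67) lay near the background, so its difference is not exact. GRTP1 was at 0.03 (SE 0.42, adjusted p = 1.00), and without geriatric APB dog 2 or geriatric PPB dog 2 this was -0.36 and -0.06. Among 34 gene lists, the cytosolic ribosomal proteins were higher with APB in geriatric dogs (51 of 59; median 0.19; camera, adjusted p = 1.1e-05), with adjusted p = 0.698 with an estimated correlation, and a median of 0.07 without geriatric APB dog 2 (adjusted p = 0.858). Genes of MHC and the interferon response had a median of 0.64 (camera, adjusted p = 0.0102), with adjusted p = 0.698 with an estimated correlation. This rests on geriatric APB dog 1, without which it was 0.04 (adjusted p = 0.862), and the call was also lost without geriatric PPB dog 1 (0.57, adjusted p = 0.0627) or 2 (0.62, adjusted p = 0.146). Of both lists, 0 members passed singly with limma (2 and 0 at an unadjusted p under 0.05).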

More differentially expressed genes were present in geriatric dogs fed the animal-based diet, but consistent patterns did not exist. Because of the reduced caloric density and nutrient digestibility of the PPB diet, dogs fed that treatment had a 55% higher protein intake and consumed 13% more calories compared with dogs fed the APB diet. Conversely, dogs fed the APB diet had a 57% higher fat intake [14]. These differences may have contributed to our results.

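Genes of fast fibers had lower values in geriatric dogs fed APB than in those fed PPB, by values that rest on 1 dog. Of 14 measured, all 14 were lower, with a median log2 difference of -0.53 (camera, adjusted p = 7.9e-07), and adjusted p = 0.698 with an estimated correlation. No member passed with limma (0 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), with MYLPF at -0.46 and TNNC2, the fast troponin C, at -0.62. Without geriatric APB dog 2 the median was -0.02 (adjusted p = 0.375). TTN had a difference of -1.72 (SE 0.42, adjusted p = 1.00) and MYBPC1 of -0.54 (SE 0.12, adjusted p = 1.00), with MYBPC1 at 7.67 ± 0.20 in dogs fed APB and 8.22 ± 0.16 in dogs fed PPB (SD, n = 3). The probe set of TTN with the highest mean was at 0.10.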

Genes associated with muscle contraction were down-regulated in geriatric dogs fed the APB diet. Helman et al. [65] reported that dogs fed diets containing animal protein (chicken) were better able to control calpastatin-related protein degradation than those fed diets containing corn gluten meal. Further research is necessary to determine whether decreased expression of MYBPC1 and TTN in geriatric dogs fed APB as compared to PPB in this experiment are mechanisms by which this occurs. Genes associated with signaling mechanisms were also decreased in geriatric dogs fed the APB diet. Such genes have been reported to function in tissue regeneration (LIFR) [66], cell growth (JAK1 [67] and GNB2L1 [68]), and axon guidance (FEZ2) [69].

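LIFR, the receptor of leukemia inhibitory factor, had a log2 difference of -1.14 (SE 0.28, adjusted p = 1.00) from limma between geriatric dogs fed APB and PPB. Its values were 2.85 ± 0.19 and 3.99 ± 0.68 (SD, n = 3), of which the former, like those of the young adult dogs, are near the background, and its probe set with the highest mean was at -0.64. JAK1, a tyrosine kinase of cytokine receptors, had -1.12 (SE 0.27, adjusted p = 1.00) and was near the background in all groups other than geriatric dogs fed PPB (4.47 ± 0.57). RACK1 (GNB2L1), a scaffold of the ribosome, had -0.60 (SE 0.16, adjusted p = 1.00), by 1 of 5 probe sets, of which that with the highest mean was at 0.17. FEZ2 was at 7.10 ± 0.34 against 7.85 ± 0.13. None of these passed the threshold.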

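Over all tested probe sets, the first principal component held 32.6% of the variance and did not separate ages or diets. On the second, with 19.8%, 5 geriatric dogs lay between 16.0 and 29.6, geriatric APB dog 1 lay at -22.3, and the young adult dogs between -30.8 and 8.39. Of the 13405 probe sets, 2004 had an unadjusted p under 0.05 for age in either diet. Among its results the paper gives the number of probe sets that changed with age in either diet and the smaller number that changed with diet in either age. It proposes the stronger effect of age from its results taken together.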

Taken together, our results suggest that age, more so than diet, affected gene expression in skeletal muscle tissue of dogs in the current experiment. Similar results were noted in the brain in a previously published paper from this project [16]. Although acute changes in nutrient composition may affect a small number of genes in a transient manner, age has a prolonged effect [5], [9], [38]. This experiment has identified age- and diet-induced gene expression changes in canine skeletal muscle, providing a useful foundation for future experiments designed to study muscle aging. Applications could include nutraceutical development for the protection from age-related skeletal muscle function and strength decline. To more precisely assess the effects of such compounds, long-term studies analyzing skeletal muscle biopsy samples over the life span of the animal may be useful. As our knowledge of gene function and gene-gene interaction expands, nutritional supplements designed to influence specific targets may be designed.

## Materials and Methods

### Animals and diets

The University of Illinois Animal Care and Use committee approved all animal care procedures prior to initiation of this experiment. Twelve female beagle dogs were used in this experiment. Six dogs were geriatric (average age: 11.1 yr at the start of the experiment; Kennelwood Inc., Champaign, IL) and six dogs were of weanling age (8 wk at the start of the experiment; Marshall Farms USA, Inc., North Rose, NY). Dogs were housed in temperature controlled rooms (22.2°C) in individual kennels (1.1 m×0.9 m), with a 12-h light∶12-h dark cycle at the Edward R. Madigan Laboratory on the University of Illinois campus. At time of tissue collection, the mean age of the geriatric dogs was 12 y, and that of the young adults was 14 mo.

Three dogs of each age group were assigned to one of two dietary treatments. Complete ingredient and chemical composition is presented in Table 5. Briefly, one diet was formulated with animal-based protein sources (APB) and the second diet was formulated with plant-based protein sources (PPB). Both diets were formulated to meet or exceed nutrient requirements for growing dogs according to the Association of American Feed Control Officials [70]. The PPB diet was designed to have lower nutrient digestibility compared to the APB diet, and had a lower caloric density. Diets were produced in dry, kibble form by Wenger Manufacturing Company (Sabetha, KS) and fed for 12 mo. Young adult dogs were fed ad libitum to support growth and the geriatric dogs were fed to maintain initial BW throughout the experiment.

**Table 5:** Ingredient and chemical composition of diets fed to young adult and geriatric dogs for 12 months.

Ingredient	APB^1^	PPB^2^
	%, *as-is*	
Corn	-	45.00
Brewers rice	44.23	-
Poultry byproduct meal	32.91	-
Soybean meal	-	19.96
Poultry fat	14.99	3.97
Wheat middlings	-	13.20
Meat and bone meal	-	10.00
Beet pulp	4.00	4.00
Dehydrated egg	2.20	2.20
Sodium chloride	0.65	0.65
Potassium chloride	0.65	0.65
Choline chloride	0.13	0.13
Vitamin premix^3^	0.12	0.12
Mineral premix^3^	0.12	0.12
Analyzed composition		
Dry matter, %	93.8	94.3
	*% DM-basis*	
Organic matter	92.8	92.3
Ash	7.2	7.7
Crude protein	28.0	25.5
Acid hydrolyzed fat	22.6	11.2
Total dietary fiber	4.8	15.2
Gross energy, *kJ/g*	22.5	19.8

1 Provided per kg of APB diet: choline, 2654 mg; retinyl acetate, 15.2 KIU; cholecalciferol, 0.9 KIU; 

, 62.5 IU; menadione sodium bisulfite complex (source of vitamin K), 0.6 mg; thiamin, 13.1 mg; riboflavin, 14.0 mg; pantothenic acid, 25.3 mg; niacin, 70.0 mg; pyridoxine, 13.56 mg; biotin, 0.11 mg; folic acid, 949 µg; vitamin B-12, 129 µg; manganese (as MnSO_4_), 19.6 mg; iron (as FeSO_4_), 253.9 mg; copper (as CuSO_4_), 17.8 mg; cobalt (as CoSO_4_), 2.4 mg; zinc (as ZnSO_4_), 166.9 mg; iodine (as KI), 6.3 mg; and selenium (as Na_2_SeO_3_), 0.32 mg.

2 Provided per kg of PPB diet: choline, 2457 mg; retinyl acetate, 16.3 KIU; cholecalciferol, 0.9 KIU; α-tocopherol, 74.1 IU; menadione sodium bisulfite complex (source of vitamin K), 1.2 mg; thiamin, 14.4 mg; riboflavin, 11.5 mg; pantothenic acid, 23.9 mg; niacin, 79.3 mg; pyridoxine, 15.8 mg; biotin, 0.24 mg; folic acid, 1024 µg; vitamin B-12, 33.3 µg; manganese (as MnSO_4_), 24.0 mg; iron (as FeSO_4_), 214.6 mg; copper (as CuSO_4_), 23.1 mg; cobalt (as CoSO_4_), 2.4 mg; zinc (as ZnSO_4_), 144.3 mg; iodine (as KI), 24.0 mg; selenium (as Na_2_SeO_3_), 0.27 mg.

3 Trouw Nutrition USA, LLC, Highland, IL.

### Tissue collection and RNA extraction

After 12 mo on experiment, dogs were euthanized after a 12-h fast by administering a lethal dose of sodium pentobarbital (130 mg/kg BW; Euthasol, Virbac Corp., Forth Worth, TX). After death was confirmed by lack of a pulse, corneal reflex, and heartbeat, muscle tissue samples were immediately taken from the biceps femoris and flash-frozen in liquid nitrogen. Tissue samples were stored at −80°C until further processing.

Total cellular RNA was extracted from tissue samples using the Trizol method according to manufacturer's instructions (Invitrogen, Carlsbad, CA). RNA was quantified on an ND-1000 spectrometer (Nanodrop Technologies, Wilmington, DE) and RNA quality verified on 1.2% agarose gels. All individual tissue RNA samples were analyzed individually to assess inter-animal variation.

### Microarray procedure

All RNA samples were analyzed by hybridization to the Affymetrix GeneChip® Canine Genome Arrays (Affymetrix, Santa Clara, CA). Hybridization reactions were performed using Affymetrix GeneChip Expression 3′-Amplification Reagents (One-Cycle Target Labeling and Control Reagents package) according to manufacturer instructions and as described by Swanson et al. [16].

After hybridization, the microarray chips were washed and stained using a streptavidin-conjugated phycoerythrin dye (Invitrogen) enhanced with biotinylated goat anti-streptavidin antibody (Vector Laboratories, Burlingame, CA) using an Affymetrix GeneChip Fluidics Station 450 and Genechip Operating Software. Images were scanned using an Affymetrix GeneChip scanner 3000.

### Microarray data analysis

We used Affymetrix's Canine Genome array (23,836 total probes) to interrogate approximately 21,700 transcripts for *C. familiaris* obtained from GenBank (August 2003), dbEST (October 2003), and cDNA libraries from 11 tissues, including skeletal muscle, licensed from LION bioscience AG. Quality control measures included Affymetrix's recommended measures, as well as assessments using the affy [71], affyPLM [72], and made4 [73] packages from the Bioconductor project [74]. All of the arrays passed quality control.

Each probe set contained 11 perfect match (PM) and 11 mismatch (MM) probes. The raw PM and MM probe-level data were pre-processed into one number per probe set using the GCRMA algorithm in Bioconductor's affy [71] and GCRMA [75] packages. GCRMA does a GC-content-based background correction, performs quantile normalization and then summarizes the PM values into one number using median polish. Because the Canine Genome array contains transcripts from many tissues, we used Affymetrix's call detection algorithm [76] to assess which probe sets were reliably detected above background on each array. Probe sets were discarded from further analysis if they were not called present on at least one array or marginal on two arrays. Of the 23,836 total probe sets, 13,405 passed this filter and were assessed for differential expression due to age and diet (described below). Heat maps were generated using the Heatplus [77] package from Bioconductor [74]. Meta-Core (GeneGo, Inc., St. Joseph, MI) was used to build gene networks and interpret microarray data. Functional attribution was made according to the database SOURCE (http://source.stanford.edu) [78].

### qRT-PCR analysis

Quanitative reverse transcriptase-polymerase chain reaction (qRT-PCR) was used to validate a subset of genes expressed differentially based on microarray results. Gene-specific primer-probe pairs were designed for each gene using Primer Express 2.0 software (PerkinElmer, Boston, MA). cDNA was prepared from tissue RNA samples using the High Capacity cDNA Archive Kit (Applied Biosystems, Foster City, CA). cDNA samples then were evaluated using real-time two-step qRT-PCR using an Applied Biosystems Taqman Gene Expression Assay containing a FAM dye-labeled Taqman MGB probe on the Applied Biosystems 7900HT Real-Time PCR System. Gene validation was done in triplicate using a control sample to assemble a standard curve. Eukaryotic 18S rRNA was amplified as a control in parallel with the gene of interest. After amplification, data were normalized to 18S rRNA and expressed as a ratio to the 18S rRNA signal.

### Statistical analysis

Differential expression of the microarray data was evaluated using the limma package [79]. A linear model for the four age×diet groups was fit for each probe set. Differences between groups were then extracted from the model as contrasts. An empirical Bayes “shrinkage” method was employed on the standard errors to improve power for small sample sizes [79]. Last, multiple test correction of P-values was done using the false discovery rate (FDR) method [80]. qRT-PCR data were analyzed using the General Linear Models procedure of SAS (SAS Institute., Cary, NC). Differences were considered significant when P<0.05.

## Supporting Information

Table S1 Complete list of skeletal muscle gene expression in old vs. young adult dogs fed diets formulated with mainly animal-based protein (APB) sources or mainly plant-based protein (PPB) sources (annotated genes only).
(0.28 MB DOC) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

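Gene expression was measured in the biceps femoris of 12 female beagles, 3 in each of the 4 groups of age and diet, with 1 Affymetrix Canine Genome Array per dog. The authors processed the arrays with GCRMA, as the paper and the submitters' processing notes state, and deposited 1 log2 value per probe set and array. The version of GCRMA is not given in the sources used here. The table holds 23913 values per array, of which 77 belong to control probe sets (AFFX) and 23836 to probe sets of canine transcripts, with no missing value.

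Groups were taken from the sample labels and the paper. The array's detection calls were not used here, so the 13405 probe sets with the highest mean over the 12 arrays were tested, the number that the paper gives. The lowest mean among them was 2.90. Gene symbols came from the annotation of the table's probe sets, and a probe set with several symbols or none was tested but not named. For a gene in the paper's tables the tested probe set with the lowest p over the comparisons of that table was used, since the paper lists genes by the probe sets that passed, and for all other genes and for gene lists that with the highest mean. A gene counts as called when at least 1 of its probe sets passes.

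Linear models of the 4 groups were fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation, 8 residual and 1.53 prior degrees of freedom, and P-values adjusted by the Benjamini-Hochberg method within each comparison at 0.05. The comparisons were age in dogs fed APB, age in dogs fed PPB, diet in geriatric dogs and diet in young adult dogs, with the age difference averaged over diets and the difference between diets in the age effect added. Of 40 gene lists fixed before the data were examined, 34 had at least 5 measured genes and were tested with camera (preset correlation of 0.01), with an estimated correlation and with fry, adjusted over the lists of a comparison. Control probe sets were compared with exact permutation tests.

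The genes named in the text follow a rule fixed before the data were examined. It takes every gene of Tables 1 to 4 and of the paper's text, up to 10 genes per direction and comparison with the largest difference among those that passed and whose groups did not overlap, and of each list up to 4 members that passed and the 2 of highest mean level that did not. The values in the paper's tables had been seen when this rule was written. CDKN1A, HTRA2 and MDM2, and members of lists named because they pass only when adjusted over the list alone, fall outside it and were named after their values were seen.

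The alternatives tried were other sets of probe sets, an intensity trend with a robust prior, the groups compared alone, array weights, quantile normalization again, median centring, a floor at the 40th percentile (2.80), adjustment over the 4 comparisons together, the 3' to 5' difference of control probe sets as a covariate, the replicate number as a block, leaving out each array in turn, and another probe set per gene. An unadjusted threshold of 0.005, covariates of the poly-A and hybridization controls and a fit without the 3 arrays of high poly-A controls were chosen after seeing the data.

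The procedure was tested on simulated data of the same size, 5 simulations with 200 changed probe sets. Of changes of 1 and 2 on the log2 scale, 63.4% and 90.8% were recovered for the averaged age difference, with 5.86% false calls, and 47.8% and 79.0% for age in dogs fed PPB, with 6.49% false calls. In 20 simulations camera called the 1 list of 30 genes that was lowered by 0.30, and 0 other lists. In the data of the dogs, 58 of 81 list results no longer passed with an estimated correlation, and 53 with fry. The list calls thus depend on the correlation assumed between genes. The simulations therefore cannot show how many list calls in the dogs are false. Genes with no tested, singly named probe set were not analysed here, nor were the qRT-PCR values. The number of dogs limits the precision of every value, and values near 2.80 on the log2 scale lie at the background.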

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

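The tests of the slow fiber genes, the poly-A covariate in the first and second patterns, the comparison of the 9 pairs of young adult dogs and the quartile rule behind the poly-A tests were chosen only after the results were seen; the other tests were written before.

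A sample far from the others of its age was found in 7 of 118 groups of 6 dogs, where chance alone gives about 1 in 20. These were FAM184B in geriatric APB dog 2 (2.58 against 4.67 to 5.45), ADA in young adult APB dog 2 (7.97 against 8.58 to 8.92) and 5 gene lists, as mean deviations in log2 units. In geriatric APB dog 1, MHC and interferon response genes were at 1.76 (others -0.38 to 0.05) and antioxidant genes at 0.32 (others -0.16 to -0.03). Calcium handling genes were at -0.83 in geriatric APB dog 2 (others -0.16 to 0.22), circadian clock genes at -0.47 in geriatric APB dog 3 (others -0.11 to 0.08) and glycolysis genes at 0.35 in young adult PPB dog 1 (others 0.12 to 0.19).

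For 10 gene lists the age difference itself differed between diets by a test of the interaction. The median difference of dogs fed PPB minus dogs fed APB was 0.66 (camera, adjusted p = 2.7e-05) for fast fiber genes, -0.17 (camera, adjusted p = 0.00396) for cytosolic ribosomal proteins, -0.66 (camera, adjusted p = 0.0273) for smooth muscle and pericyte markers, 0.52 (camera, adjusted p = 0.0303) for the citric acid cycle, 0.29 (camera, adjusted p = 0.0303) for glycolysis and 0.20 (camera, adjusted p = 0.0303) for calcium handling. It was -0.37 (camera, adjusted p = 0.0303) for endothelial markers, -0.78 (camera, adjusted p = 0.0391) for MHC and interferon response, -0.63 (camera, adjusted p = 0.0498) for immediate early genes and 0.20 (camera, adjusted p = 0.0498) for large sarcomere and cytoskeleton proteins. With an estimated correlation none of the 10 passed (adjusted p = 0.739 for fast fiber genes), and limma called 0 single probe sets. All 10 calls depended on single dogs. The number of the 12 fits without 1 dog that lost the call, with the value nearest to 0, was 1 (0.09 without geriatric APB dog 2, adjusted p = 0.128) for fast fiber genes, 2 (-0.06 without geriatric APB dog 2, adjusted p = 0.855) for cytosolic ribosomal proteins, 4 (-0.42 without geriatric APB dog 2, adjusted p = 0.245) for smooth muscle and pericyte markers, 5 (0.04 without geriatric APB dog 2, adjusted p = 0.622) for the citric acid cycle, 5 (0.01 without geriatric APB dog 2, adjusted p = 0.50) for glycolysis and 6 (0.09 without geriatric APB dog 2, adjusted p = 0.438) for calcium handling. It was 7 (-0.26 without geriatric APB dog 1, adjusted p = 0.314) for endothelial markers, 6 (0.01 without geriatric APB dog 1, adjusted p = 0.905) for MHC and interferon response, 10 (-0.22 without young adult PPB dog 2, adjusted p = 0.114) for immediate early genes and 8 (0.03 without young adult APB dog 2, adjusted p = 0.174) for large sarcomere and cytoskeleton proteins.

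The paper states that all arrays passed quality control, with the measures recommended by Affymetrix among others, and gives no values of the poly-A controls, which were 1.30 log2 units higher in young adult than in geriatric dogs, and 24 genes called for the averaged age difference are in none of the paper's tables used here, among them NDUFV3, EIF3A, FAM184B, HSP90AB1 and RITA1.

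The first pattern is the age difference averaged over diets, for which a labelling batch could account, because the poly-A control RNAs differ between the ages, and this cannot be told apart from age, supplier and feeding, as 5 of the 6 young adult dogs lie above every geriatric dog. Against the 2 young adult dogs with low poly-A levels the called probe sets kept a median of 0.884 of their difference, but these were chosen with those dogs; over 508 probe sets chosen without them the share was 0.530 (quartiles 0.292 to 0.756), the lowest of 9 such pairs (others 0.683 to 1.26), with 92.1% of the same sign. With the poly-A level as a covariate the share over the called probe sets was 0.838 (quartiles 0.708 to 0.961). The lowest of the 12 fits without 1 dog was 0.725, without young adult PPB dog 1 (quartiles 0.520 to 0.972). All calls ended as the median difference went from 0.91 to 0.78 and the median standard error from 0.15 to 0.21. A small spread within groups helped these probe sets to be called, which also limits their slope on the poly-A level. This share therefore cannot decide whether a linear dependence on the poly-A level is the whole cause. Over the 500 probe sets of largest difference the share was 0.822 (quartiles 0.557 to 1.05). A linear dependence stays open, as does a batch that does not act in proportion to the poly-A level. Chance is an unlikely source of the count. Of 100 splits of the age labels within diets, drawn from 200 distinct ones, 1 gave as many. That was the real one with 116 probe sets (highest other 82, with geriatric APB dog 1 and young adult APB dog 1 exchanged).

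The second pattern is the larger age difference in dogs fed PPB. There the age score differed by 0.75 more than in dogs fed APB (exact permutation test, p = 0.015, 400 permutations). The score's probe sets were called on these same dogs by their spread within the real groups, which favors a low p. This test therefore cannot decide whether the pattern goes beyond chance. With the poly-A level as covariate the difference shrank by 11.4% (SE 4.8%), to 0.66. The score is the same, and the small spread of its probe sets also limits their slope on the poly-A level. The shrinkage therefore cannot decide on a linear dependence on this level as the pattern's whole cause. With the 3' to 5' control covariate the difference shrank by 6.26% (SE 8.61%), which cannot decide on RNA integrity. The GAPDH controls (14.8 to 15.6) lay near the top of the array's range, and beta-actin 3' minus 5' was -5.99 to -4.70. RNA integrity therefore stays open. A labelling batch may contribute and stays open, whether or not it acts in proportion to the poly-A level. A response to diet, which was not tested, stays open too. Over the 6 young adult dogs the age score and the poly-A level had a Spearman correlation of -0.771 (one-sided exact permutation test, p = 0.0514, and two-sided p = 0.103). These 6 dogs are too few to decide. For single probe sets the real interaction count is 0, which all 100 of 100 splits reach (highest other 6), so the splits test nothing here.

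The third pattern is the lower level of fast fiber and glycolysis genes in geriatric dogs fed APB. It is consistent with 1 dog, since the median over 32 genes shrank by 94.2% without geriatric APB dog 2, from -0.38 to -0.02, and was -1.17 for that dog alone, -0.21 for dog 1 and 0.25 for dog 3. A larger share of slow fibers in the sampled piece may contribute and stays open: the slow fiber genes had a median of -0.033 over the 3 dogs (quartiles -0.14 to 0.08), but of 0.33 in dog 2 alone (quartiles -0.01 to 0.62), against -0.19 in dog 1 and -0.18 in dog 3. Other causes that may set this dog apart, in its muscle or its sample, were not tested.

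For the single comparisons the 10 splits of 6 dogs are too few for a share under 0.05. For age in dogs fed APB, 2 of the 10 splits gave at least the real count of 1 (highest other 1), and for age in dogs fed PPB 1 of 10 gave at least 5 (highest other 0). For diet the real count is 0, which 10 of 10 splits reach in geriatric dogs (highest other 30) and in young adult dogs (highest other 0), so these splits test nothing. The split with 30, the highest of 10, sets geriatric APB dogs 1 and 2 and geriatric PPB dog 1 against the rest, and whether the geriatric dogs hold a structure other than diet was not tested further.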

How the results depend on the processing

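The unadjusted threshold of 0.005, the poly-A and hybridization covariates and the fit without 3 arrays were chosen after seeing the data. For named genes, 2868 values under an alternative had the same direction and side of the threshold, 131 newly passed, 333 no longer passed and 19 changed direction, over 118 results. For gene lists these were 2020, 26, 353 and 18 over 81 results; with the poly-A covariate 75 of the 81 had the same direction and side of the threshold, 2 newly passed and 4 no longer passed. With fry, 53 of the 81 list results no longer passed and 28 had the same direction and side of the threshold. With an estimated correlation these were 58 and 23. For the counts below the cause was not tested, apart from fewer dogs or a wider family of tests. The number of dogs and the background near 2.80 limit what could be detected.

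The averaged age difference gave 116 probe sets (34 higher, 82 lower). It gave 14 with all probe sets of the array (1 higher, 13 lower), 122 with 8000 probe sets (54 higher, 68 lower), 29 with an intensity trend and robust prior, 995 with array weights (449 higher, 546 lower), 208 with median centring (60 higher, 148 lower), 522 at an unadjusted p under 0.005, 236 with the hybridization control level as covariate (120 higher, 116 lower), 0 with the poly-A control level as covariate, 1 without the 3 young arrays of high poly-A controls, and 11 to 161 with 1 dog left out.

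Age in dogs fed PPB gave 5, and so did age in either diet. Both gave 2 with all probe sets, 1 with 8000 probe sets, 1 with an intensity trend and robust prior, 1 with only the groups compared, 442 with array weights, 0 with quantile normalization again, 3 with median centring, 0 adjusted over the 4 comparisons together, 2 with the 3' to 5' control difference as covariate, 0 with the poly-A control level as covariate, 0 without the 3 young arrays, and 48 with the hybridization control level as covariate. At an unadjusted p under 0.005 they gave 370 and 408, and with 1 dog left out 0 to 9 and 0 to 13.

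Age in dogs fed APB and in both diets gave 1 each. Both gave 0 with all probe sets, only the groups compared, quantile normalization again, adjustment over the 4 comparisons together, the 3' to 5' covariate, the poly-A covariate, the hybridization covariate and without the 3 young arrays; 91 and 53 at an unadjusted p under 0.005; and 0 to 13 and 0 to 1 with 1 dog left out.

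Diet in geriatric dogs and in either age gave 0 with limma (345 and 437 at an unadjusted p under 0.05). Each gave 1 with array weights and 0 to 4 with 1 dog left out, and 26 and 34 at an unadjusted p under 0.005. Diet in young adult dogs gave 0 (98 unadjusted), or 8 at an unadjusted p under 0.005. The interaction gave 0 (197 unadjusted), or 5 at that threshold and 0 to 1 with 1 dog left out. These unadjusted counts for diet and the interaction lie below those that chance alone would give. Only the groups compared, and adjustment over the 4 comparisons together, give no separate value for the averaged age difference or the interaction. Clustering on all tested probe sets placed 10 dogs with their age, against 12 on those called.

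With the replicate number as a replicate block, the averaged age difference gave 20 probe sets (2 higher, 18 lower), of which 19 are among the 116, and age in dogs fed PPB, in dogs fed APB, in either and in both diets gave 0. The numbers do not pair the dogs, since in none of the 6 pairs of groups were all 3 same-numbered correlations over 0.1, and 5 of the 12 arrays correlated best with their own number.

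Directions changed as follows, and the cause was not tested except where another probe set or a left-out dog makes it. With array weights, EPAS1 on PPB was at 0.0175 and GRTP1 for diet in geriatric dogs at -0.32. Lists for age in dogs fed APB were then at -0.0167 (calcium handling), -0.0817 (cytosolic ribosomal proteins), -0.0777 (fast fiber), -0.00929 (MHC and interferon) and 0.00646 (citric acid cycle). For diet in geriatric dogs they were at 0.0131 (cytosolic ribosomal proteins), -0.0142 (fast fiber), 0.0613 (glycolysis), -0.0205 (MHC and interferon) and -0.0508 (citric acid cycle). For the interaction they were at 0.0186 (cytosolic ribosomal proteins), 0.0248 (fast fiber), -0.10 (glycolysis) and -0.024 (MHC and interferon). Where the median kept its sign, camera's direction changed. With quantile normalization again, EPAS1 and GAPDH on PPB were at 0.00692 and 0.00739, and with the 3' to 5' covariate GRTP1 was at -0.0733. With the highest-mean probe set, EDEM2 was at 1.02 on APB and 0.99 on PPB, RPS16 on PPB at 0.000802, and RACK1 and TTN for diet in geriatric dogs at 0.17 and 0.10. With 1 dog left out, EPAS1 on PPB ranged from -0.0661 to 0.026, above 0 also without geriatric PPB dog 1 (0.0141) or 2 (0.0222), and GAPDH on PPB from -0.0873 to 0.0281, above 0 also without geriatric PPB dog 1 (0.0043). AKAP13 on APB ranged from -0.19 to 0.41, below 0 also without young adult APB dog 2 (-0.17), and GRTP1 for diet in geriatric dogs from -0.36 to 0.23, below 0 also without geriatric PPB dog 2 (-0.0589). Without geriatric APB dog 2, cytosolic ribosomal proteins were at -0.00629 for age on APB (highest 0.25), 0.0669 for diet in geriatric dogs (highest 0.31) and -0.0623 for the interaction (lowest -0.31), the far ends without geriatric APB dog 3. Extracellular matrix genes for diet in young adult dogs were at 0.0946 without the 3 young arrays.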

Differences from the paper's values

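The paper states FDR correction and a threshold of P<0.05, and an adjusted p under 0.05 is used for the counts here. For age in either diet the paper gives 390 probe sets and 262 genes, against 5 and 4 here. Counts are taken to differ when one is over 1.5 times the other. Of the 24 alternatives set before the data were examined, array weights gave 442 and 269, which no longer differ by this rule, and the other 23 do. For diet in either age the paper gives 30 probe sets and 22 genes, against 0 and 0 here, for genes changed with age in both diets 26 against 1, and for genes changed with diet in young adult dogs 4 against 0. All 24 alternatives differ for these. An unadjusted p under 0.005, chosen after seeing the values, gave 408, 245, 34, 25, 30 and 5, none of which differ, and drops 12 of 147 and 5 of 39 genes with a probe set that Table S1 marks for dogs fed PPB and APB, 3 of 16 that Table 4 marks in geriatric dogs and 0 of 3 in young adult dogs. The 34 probe sets for diet are fewer than chance alone would give. Their closeness to the paper's count is therefore not evidence of a diet effect.

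Of 364 fold changes compared, 331 were within 5% of the paper's with the same sign, and 21 differ by more than the SD between dogs or in sign. For 9 of these all 23 alternatives set before (22 for EPAS1) differ. They include EPAS1 on APB (-1.69 in the paper and -1.03 here) and on PPB (-2.1 in the paper and -1.01 here). ABLIM1 on APB (2.23 in the paper and 1.57 here) is another. GAPDH differs on PPB (-2.13 in the paper and -1.03 here) and for diet in geriatric dogs (2.01 in the paper and -1.15 here). Also among them are MTPN on PPB (1.88 in the paper and 1.31 here) and NOC3L on PPB (-2.41 in the paper and 1.42 here). The list ends with HSPD1 on PPB (2.5 in the paper and 1.58 here) and RARB on PPB (2.79 in the paper and 1.33 here). GAPDH values lie near the top of the array's range, but the paper's folds come from the same arrays. The range therefore does not account for the difference, and no tested probe set of GAPDH came nearer. Its cause was not tested.

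For the others some of the 23 alternatives set before do not differ, and all not named here do. These are array weights and leaving out geriatric APB dog 1 for AKAP13 on APB (1.96 in the paper and 1.09 here); leaving out young adult PPB dog 1 for GAPDH for diet in young adult dogs (1.06 in the paper and -1.04 here) and for MEF2C on PPB (4.9 in the paper and 3.12 here); and leaving out young adult PPB dog 2 or APB dog 3 for GRTP1 for diet in young adult dogs (1.04 in the paper and -1.2 here). The probe set with the highest mean does so for NOC3L on APB (-1.94 in the paper and 1.09 here) and RACK1 on PPB (-1.41 in the paper and 1.47 here). For RACK1 on APB (-1.19 in the paper and 1.02 here) these are median centring and leaving out geriatric APB dog 2, geriatric APB dog 3 or young adult APB dog 2. For ATP2B1 on APB (-1.02 in the paper and 1.24 here) these are leaving out young adult APB dog 3 and the highest-mean probe set, and on PPB (1.53 in the paper and 2.91 here) leaving out young adult PPB dog 2 and the highest-mean probe set. For TTN on PPB (8.95 in the paper and 5.13 here) these are leaving out geriatric PPB dog 3, young adult PPB dog 1 or young adult PPB dog 3, and for TTN for diet in geriatric dogs (-4.77 in the paper and -3.29 here) leaving out geriatric APB dog 2. For MCCC2 for diet in geriatric dogs (1.11 in the paper and -1.01 here) these are quantile normalization again, median centring, the highest-mean probe set and leaving out geriatric PPB dog 1, APB dog 2, PPB dog 2 or APB dog 3.

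Settings chosen after seeing the values also reach some folds. The hybridization control covariate does so for AKAP13 on APB and makes 8 of the 343 folds that did not differ do so. The poly-A control covariate does so for RACK1 on APB and ATP2B1 on both diets, with 83 of 343 lost, and the fit without the 3 young arrays for GRTP1 and ATP2B1 on both diets, with 46 lost. Taking, after seeing the values, the tested probe set of a gene nearest to the paper's folds ends 10 of the 21 differences and none of the 343 is lost. Among those ended are ABLIM1 on APB, at 2.23 with that probe set, and MEF2C on PPB, at 4.90. For diet in geriatric dogs they include TTN, at -4.77, and MCCC2, at 1.11.

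The paper reports MT2A, TTN and ATP2B as increased on the array and by qRT-PCR, and does not name the comparison. For age, the probe sets used here for MT2A (2.99 averaged over diets), TTN and ATP2B1 had higher values in geriatric dogs. They did not pass the threshold. For TTN 1 other of the 18 probe sets passed averaged over diets, and ATP2B4 had lower values (not passing). The paper states that dogs clustered by diet within age, whereas none of the 4 groups formed a branch of its own here, on 5 probe sets. The same held with average linkage. It also held on the 116 probe sets called averaged over diets and on the 408 at an unadjusted p under 0.005. On the 5 probe sets, 2 groups did with 1 minus the Pearson correlation as distance or without geriatric PPB dog 3 or young adult APB dog 3. Without geriatric APB dog 2, young adult PPB dog 2 or young adult PPB dog 3, 1 did. The paper also states that more genes were differentially expressed in geriatric dogs fed the animal-based diet, whereas 0 passed here. Of 26 probe sets at an unadjusted p under 0.005, 20 were lower with APB. For PPB, 22 of the 23 Table 1 genes with a probe set had an unadjusted p under 0.05 and 2 an adjusted one, and for EPAS1 neither held.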

Other observations

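Chaperone genes had on balance higher values in geriatric dogs. Of 24 measured, 19 were above 0 averaged over diets, with a median log2 difference of 0.23 (camera, adjusted p = 0.00124), and adjusted p = 0.609 with an estimated correlation. None of the list's probe sets passed singly with limma, although another of HSP90AB1 did (5 at an unadjusted p under 0.05; 1 higher when adjusted over the list alone), with HSPA5, the chaperone of the endoplasmic reticulum, at 1.09 (adjusted p = 0.0766). This gene was chosen after its values were seen. The brightest, CRYAB and HSPB8, were at 0.19 (adjusted p = 0.634) and 0.14 (adjusted p = 0.453). As mean deviations of the chaperone list, young adult dogs ranged from -0.27 to 0.04. Geriatric APB dog 2 (-0.02), APB dog 3 (-0.11) and PPB dog 2 (0.02) lay within this range. Geriatric APB dog 1 (0.51), PPB dog 1 (0.26) and PPB dog 3 (0.08) lay above it. Slow fiber genes were above 0 for 9 of 10 (median 0.16; camera, adjusted p = 0.0401), with adjusted p = 0.762 with an estimated correlation, and 0 passed (2 at an unadjusted p under 0.05; 0 when adjusted over the list alone). The call was lost without geriatric PPB dog 1 (adjusted p = 0.202), geriatric APB dog 2 (0.388), young adult APB dog 1 (0.0704), young adult APB dog 2 (0.166), young adult PPB dog 2 (0.0608) or young adult PPB dog 3 (0.0709), and with array weights the median was -0.00456.

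No list of protein breakdown genes passed for age, which does not show that they were unchanged. Of 27 proteasome genes 0 passed with limma averaged over diets (6 at an unadjusted p under 0.05; median -0.17; camera, adjusted p = 0.121), with PSMB5 at -0.30 (adjusted p = 0.246) and PSMA2 at -0.26 (adjusted p = 0.498). The same held for autophagy and lysosome genes (4 of 15 at an unadjusted p under 0.05; median -0.05; camera, adjusted p = 0.749) and for atrophy genes and ubiquitin ligases (1 of 11; median -0.02; camera, adjusted p = 0.683). Calcium handling genes did not pass as a list (median 0.07; camera, adjusted p = 0.588) or singly with limma (6 of 16 at an unadjusted p under 0.05), and 4, chosen after their values were seen, were lower when adjusted over the list alone, S100A1 at -0.55 (adjusted p = 0.134), CALM2 at -0.77 (adjusted p = 0.145), HRC at -0.53 (adjusted p = 0.176) and CACNA1S at -0.72 (adjusted p = 0.164). Of the macrophage markers (median 0.26; camera, adjusted p = 0.191) and the MHC and interferon genes (median 0.35; camera, adjusted p = 0.193), IFI30 was the 1 member of 14 in each that passed, in the probe set with the higher mean at -1.69 (adjusted p = 0.023). Smooth muscle and pericyte markers had 0 of 8 passing (3 at an unadjusted p under 0.05; median -0.21; camera, adjusted p = 0.312), with ACTA2 at -0.86 (adjusted p = 0.243); 1 was lower when adjusted over the list alone.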
